# Characterization of epithelial-mesenchymal transition intermediate/hybrid phenotypes associated to resistance to EGFR inhibitors in non-small cell lung cancer cell lines

**DOI:** 10.18632/oncotarget.21132

**Published:** 2017-09-22

**Authors:** Valentina Fustaino, Dario Presutti, Teresa Colombo, Beatrice Cardinali, Giuliana Papoff, Rossella Brandi, Paola Bertolazzi, Giovanni Felici, Giovina Ruberti

**Keywords:** EMT intermediate/hybrid phenotype, NSCLC, EGFR, erlotinib, microarray data

## Abstract

Increasing evidence points to a key role played by epithelial-mesenchymal transition (EMT) in cancer progression and drug resistance. In this study, we used *wet* and *in silico* approaches to investigate whether EMT phenotypes are associated to resistance to target therapy in a non-small cell lung cancer model system harboring activating mutations of the epidermal growth factor receptor. The combination of different analysis techniques allowed us to describe intermediate/hybrid and complete EMT phenotypes respectively in HCC827- and HCC4006-derived drug-resistant human cancer cell lines. Interestingly, intermediate/hybrid EMT phenotypes, a collective cell migration and increased stem-like ability associate to resistance to the epidermal growth factor receptor inhibitor, erlotinib, in HCC827 derived cell lines. Moreover, the use of three complementary approaches for gene expression analysis supported the identification of a small EMT-related gene list, which may have otherwise been overlooked by standard stand-alone methods for gene expression analysis.

## INTRODUCTION

Epithelial-mesenchymal transition (EMT) - wherein epithelial cells depolarize, lose their cell–cell contacts and gain an elongated fibroblast-like or amoeboid shape - plays important roles in embryonic development, tissue repair and cancer biology [1–3]. Several studies, mostly *in vitro*, have supported the hypothesis that during cancer progression tumor cells undergo dynamic and reversible transitions from epithelial to mesenchymal, and from mesenchymal to epithelial (MET) phenotypes and that EMT and MET are required for cancer invasion and metastasis [1, 4]. Moreover, through EMT cancer cells may also acquire stem cell properties and self-renewal capability [5, 6]. The EMT/MET hypothesis as a driving force for cancer invasion and metastasis has been recently challenged by very elegant *in vivo* murine studies [7, 8]. In these studies, EMT was not rate limiting for invasion and metastasis, but rather associated to chemotherapy resistance [7, 8].

Multiple signaling pathways and complex genetic and epigenetic mechanisms regulate the EMT program in normal and neoplastic epithelial tissues [1, 9–12]. Importantly, the EMT is not a binary process and cancer cells with intermediate or hybrid epithelial/mesenchymal (E/M) phenotypes characterized by a mixture of epithelial and mesenchymal traits have been described [13–16]. Intermediate E/M phenotypes may contribute to cancer collective cell migration and cell clusters formation by preservation of cell-cell interactions including epithelial as well as E/M cells. Circulating tumor cell (CTC) clusters have been increasingly observed in the bloodstream of many patients with aggressive malignancies including lung cancer and these clusters have been associated with worse clinical outcomes as compared to the presence of single CTCs [17–19].

Lung cancer is the most frequent cause of cancer-related mortality worldwide leading to over a million deaths each year [20]. Based on histological characteristics, the two principal types of human lung cancer are small cell lung cancer (SCLC) and non-small cell lung cancer (NSCLC). The latter contributes to nearly 85% of lung cancer cases. Identification of all driver oncogene alterations in lung adenocarcinoma and consequently adoption of coherent molecular target therapies are challenging because of a large burden of passenger events per tumor genome [21–23]. However NSCLC patients, whose tumors harbor sensitizing and driving mutations in the epidermal growth factor receptor (EGFR), get a meaningful clinical benefit from EGFR tyrosine kinase inhibitor (TKI) treatments. Unfortunately acquired resistance invariably develops [24, 25]. Importantly, acquired NSCLC resistance has also been associated to EMT [26–29].

In order to investigate the mechanisms of resistance to TKI, we have recently reported the establishment and characterization of NSCLC cell lines resistant to the EGFR inhibitor erlotinib [30].

The effect of TKI target therapy on the selection of intermediate E/M phenotypes in cancer cells is still poorly investigated. Therefore, in this study, we used *wet* and *in silico* approaches to investigate whether E/M phenotypes are associated to erlotinib-resistance in our cellular model system. The combination of different analysis techniques allowed us to describe intermediate and complete EMT phenotypes in HCC827- and HCC4006-derived erlotinib-resistant cell lines respectively. Interestingly, EMT intermediate phenotypes, collective cell migration and increased stem-like ability associate to resistance to target therapy in the erlotinib-resistant HCC827-derived cell lines. Moreover, the use of three complementary approaches for gene expression analysis supported the identification of a small EMT-related gene list, which may have otherwise been overlooked by standard stand-alone methods for gene expression analysis.

## RESULTS

### EMT features analysis of erlotinib-resistant NSCLC cells

Recently, in order to investigate mechanisms leading to resistance to EGFR-targeted therapy, two NSCLC cell lines (HCC827 and HCC4006) have been used to derive *in vitro* models of acquired resistance to the EGFR TKI erlotinib [30]. Both parental cell lines harbor EGFR activating mutations in the tyrosine kinase domain, precisely in exon 19. In particular, the HCC827 cell line carries a deletion in exon 19 (ΔE746-A750) and the HCC4006 carries a deletion (ΔL747-E749) and a point mutation (A750P) in exon 19. Both HCC827 and HCC4006 cell lines are highly sensitive to TKIs targeting the EGFR, while their derived cell lines (i.e: RA1, RA2, RB1, RB1.1, RB2 derived from HCC827 and the RC2.2 derived from HCC4006) are stably resistant to erlotinib (IC_50_ > 10 μM) [30]. Characterization of these erlotinib-resistant cell lines, all negative for the common T790M EGFR mutation, has been previously described [30] and is schematically summarized in Supplementary Table 1.

Interestingly, morphological analysis of the erlotinib-resistant NSCLC cells showed the presence of cells with a fibroblast-like cell shape reminiscent of EMT, especially in the RA1, RB1, RB2 and RC2.2 cell lines (Supplementary Figure 1). Indeed, EMT features in the erlotinib-resistant cell lines were detected by assaying the epithelial marker Cadherin-1 (also known as E-cadherin) and the mesenchymal marker Vimentin by different methodologies, such as immunofluorescence and confocal microscopy (Figure 1a, 1b and 1d), western blot (Figure 1c) and mRNA expression analysis (Figure 1e). In particular, RC2.2 cells are all negative for Cadherin-1 and positive for Vimentin, similarly to the HCC4006ER cell line previously described [31] (Figure 1). An increase in the number of Vimentin positive cells compared to parental cell lines is observed not only in the RC2.2 cells but also in RA1, RA2, RB1 and RB2 erlotinib-resistant cell lines at both protein (Figure 1b and 1c) and mRNA levels (Figure 1e), without any notable variation in the Cadherin-1 expression levels. Remarkably, some cells double positive for Cadherin-1 and Vimentin are present in the HCC827 erlotinib-resistant cell lines in particular in RA1 and RA2 (Figure 1d). To quantify numbers of cells with epithelial, mesenchymal or intermediate E/M markers in the cell lines with an higher numbers of Vimentin positive cells, we employed flow cytometry analysis. Indeed subpopulations of intermediate E/M cells positive for both Cadherin-1 and Vimentin markers are present in the HCC827 erlotinib-resistant cell lines RA1 (36.7%), RA2 (34.6%), RB1 (27.7%) and RB2 (30%) (Figure 2).

**Figure 1:**
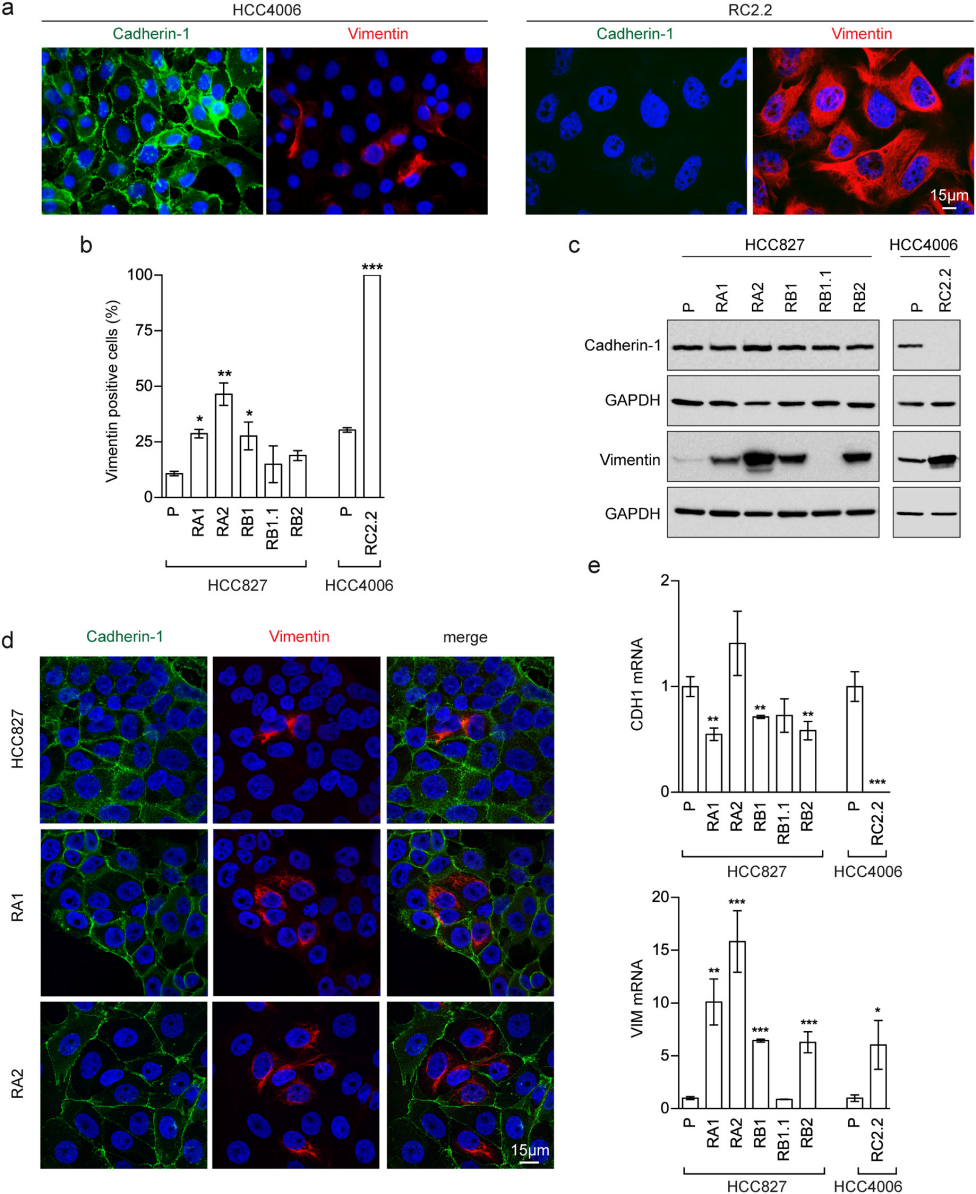
EMT features in erlotinib-resistant NSCLC cell lines **(a)** Fluorescence microscopy analysis of HCC4006 and RC2.2 cell lines stained with specific reactive antibodies for Cadherin-1 (green), Vimentin (red) and Hoechst 33258 for nuclei (blue). **(b)** Histograms represent the percentage of Vimentin positive cells (mean ± SD), obtained by the analysis of at least 10 images with approximately 350-500 nuclei/image for each cell line in at least three independent experiments; **(c)** Western blot analysis of Cadherin-1 and Vimentin in the indicated parental (P) and erlotinib-resistant cell lines; **(d)** Confocal microscopy analysis of cell lines stained with specific reactive antibodies for Cadherin-1 (green) and Vimentin (red) and Hoechst 33258 for nuclei (blue). Images represent the projection of 4-5 selected focal planes spanning 1.6-2 μm of the specimens. Scale bars are indicated; **(e)** qPCR analysis of CDH1 and VIM mRNAsnormalised to rp-L31 mRNA and expressed relative to the levels in parental (P) cell lines set as 1 (mean ± SD). qPCR data are representative of those obtained from three independent analysis. Asterisks in the figure indicate significant t-test p-values relative to the comparison of given derived cell lines with the corresponding parental one. * p < 0.05; ** p < 0.01; *** p < 0.001. Only significant p-values are shown.

**Figure 2:**
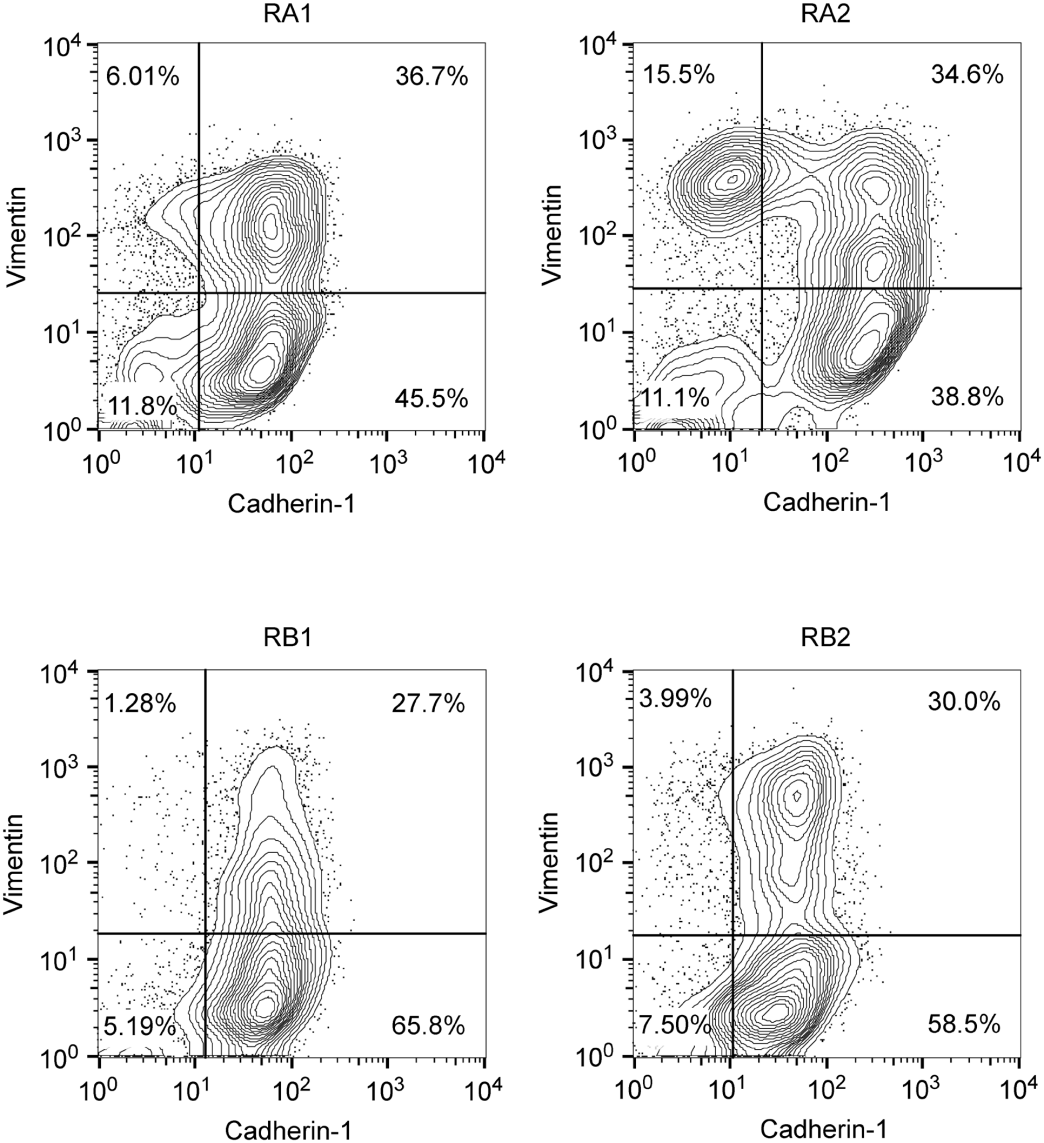
Double-color flow cytometry analysis of erlotinib-resistant NSCLC cell lines Shown are representative contour plots of RA1, RA2, RB1 and RB2 erlotinib-resistant cell line samples stained with Cadherin-1 as epithelial marker (x-axis) and Vimentin as mesenchymal marker (y-axis). Staining with isotype matched antibodies (data not shown) were used to set the gates and calculate the percentage of single positive and double positive subpopulations.

Vimentin and Cadherin-1 despite generally used to characterize the EMT phenotype, could be not sufficient to identify and describe complex EMT features. Therefore, the expression levels of other EMT-related markers, such as Cadherin-2 (also known as N-cadherin), Claudin-1 (CLDN1), SNAI1 (also known as Snail), SNAI2 (also known as Slug) and ZEB1, were also investigated by western blotting (Figure 3a) and qPCR analysis (Figure 3b). ZEB1 and SNAI1 resulted upregulated in all erlotinib-resistant cell lines, as expected for an EMT phenotype [3, 32]. Because EMT is regulated, among others, by miR-200 family targeting *ZEB* [33–35], we also investigated the expression status of some miR-200 family members by qRT-PCR. Remarkably, miR-200a, miR-200b, and miR-200c were highly downregulated only in the HCC4006 erlotinib-resistant cell line, RC2.2, while their expression levels in all HCC827 erlotinib-resistant cell lines were comparable to parental cell line expression levels (Figure 3c).

**Figure 3:**
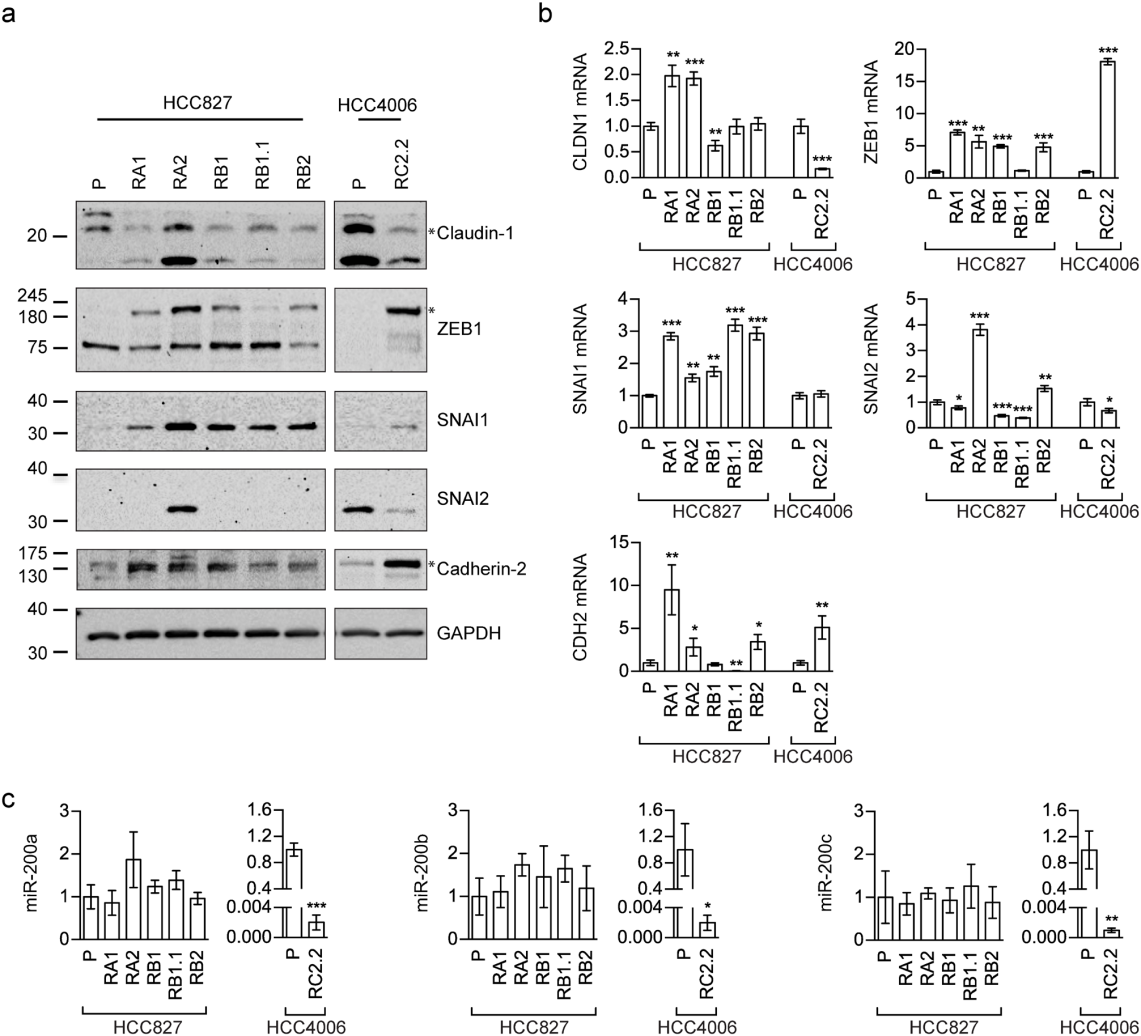
EMT markers expression in erlotinib-sensitive and -resistant cell lines **(a)** Western blot analysis of Claudin-1, Cadherin-2 (N-cadherin antibody), SNAI1 (Snail antibody), SNAI2 (Slug antibody) and ZEB1 in the indicated parental (P) and erlotinib-resistant cell lines; **(b)** qPCR analysis of the indicated mRNAsnormalized to the rp-L31 mRNA. Expression levels (y-axis) are expressed as relative abundance of derived compared to parental (P) cell lines (mean ± SD of triplicate determinations). **(c)** qPCR analysis of miR-200 family members (miR-200a, miR-200b and miR-200c) normalized to RNU24. Data are expressed as fold changes in expression levels of derived compared to parental (P) cell lines (mean ± SD of triplicate determinations). Asterisks in the figure indicate significant t-test p-values relative to the comparison of given derived cell lines with the corresponding parental one. ^*^ p < 0.05; ^**^ p < 0.01; ^***^ p < 0.001. Only significant p-values are shown.

A more complex picture was found for some EMT markers. In particular Cadherin-2 and Claudin-1 are observed respectively upregulated and downregulated in the HCC4006-derived RC2.2 cell line while in the HCC827-derived cell lines, Cadherin-2 appears to be upregulated only in RA1, RA2 and RB1 cell lines (Figure 3a) and Claudin-1 is downregulated in all cell lines with the exception of RA2 (Figure 3a) at the protein level. At the mRNA level a significant increase of Claudin-1 (1 fold) was observed in both RA1 and RA2 cell lines (Figure 3b). SNAI2 is downregulated in the RC2.2 cell line and barely detectable, at the protein level, in all HCC827-derived erlotinib-resistant cell lines, with the exception of RA2 (Figure 3a and 3b).

Overall the data suggest that the total population of the RC2.2 cell line, that does not express Cadherin-1 and expresses high levels of Vimentin, is in a mesenchymal state while the majority of HCC827-derived erlotinib-resistant cell lines might likely contain subpopulations with intermediate states of EMT.

### Cell migration features of erlotinib-resistant NSCLC cell lines

We used wound-healing assays in the erlotinib-resistant cell lines in order to investigate the effect of the observed EMT phenotypes on cell migration. The RC2.2 (HCC4006-derived) and the RA2 (HCC827-derived) erlotinib-resistant cell lines show an increased rate of wound closure, while for all other erlotinib-resistant cell lines quantitative differences in terms of wound closure capacity were not observed by comparison with their parental cell line (Figure 4a). Importantly, the RA2 and RC2.2 cell lines increased cell migration was also confirmed in transwell cell migration assays (Figure 4b).

**Figure 4:**
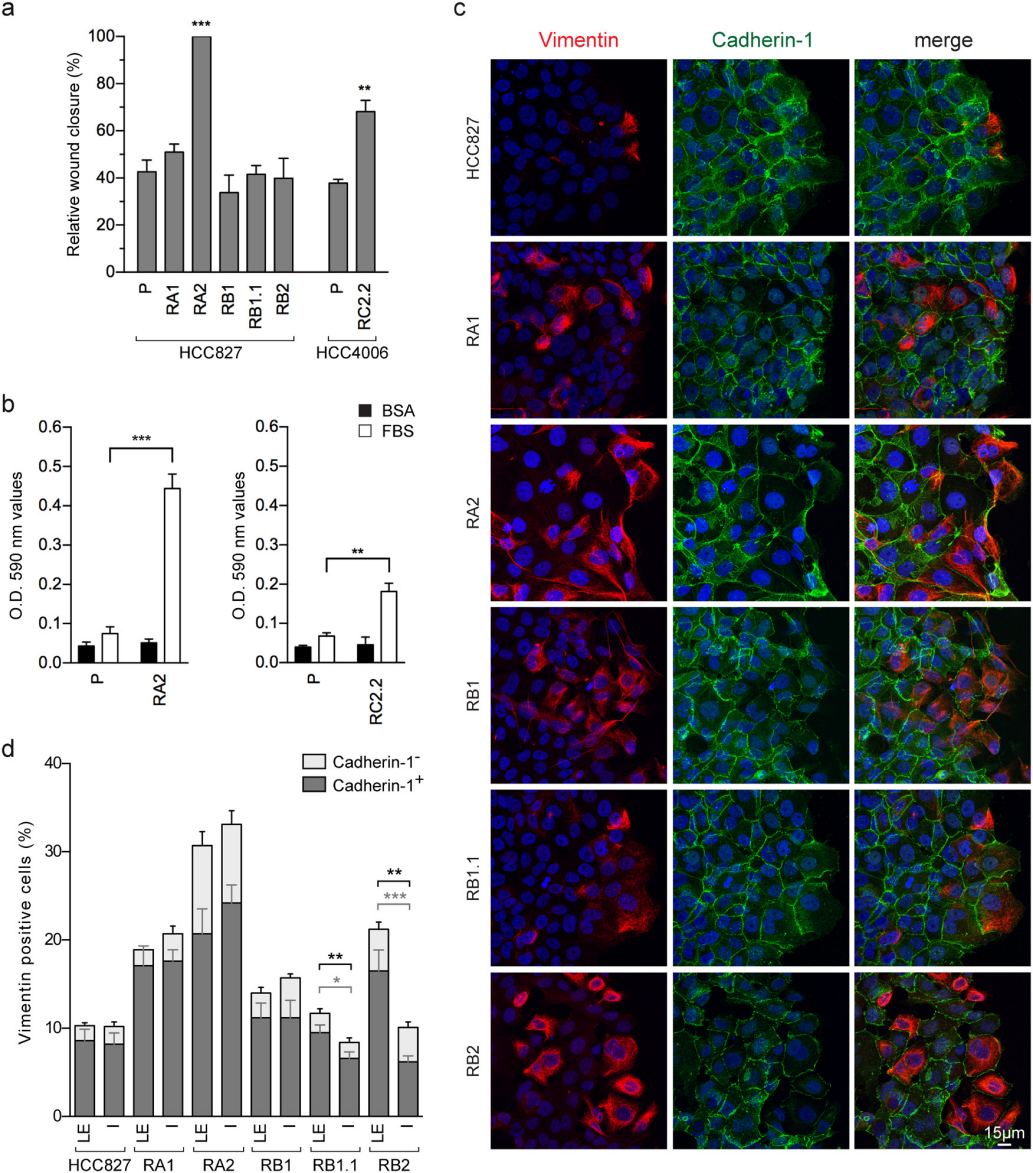
Cell migration of erlotinib-sensitive and erlotinib-resistant NSCLC cell lines **(a)** Analysis of cell migration by wound healing assays. The wound closure was quantified for each of the indicated cell lines at 16-24h post-wound by measuring the cell-free area using the ImageJ software [64]. Bar plots represent the percentage of relative wound closure (mean ± SEM), calculated as described in material and methods. Data were obtained by the analysis of 5-10 immunofluorescence images for each cell line at the time points indicated and they are representative of 3 independent experiments. **(b)** Analysis of transwell migration assays. Bar plots represent the optical reading (OD) (mean ± SEM), of BSA (black) and FBS (white) guided transwell cell migration assays as described in material and methods. The data are representative of 3 independent experiments. Asterisks in the figure indicate significant t-test p-values relative to the comparison of given derived cell lines with the corresponding parental one. ^**^ p < 0.01; ^***^ p < 0.001. Only significant p-values are shown. **(c)** Confocal microscopy images of HCC827 and derived erlotinib-resistant cell lines stained with specific reactive antibodies for Cadherin-1 (green), Vimentin (red) and Hoechst 33258 for nuclei (blue) at the wound edge. Images represent the projection of 12-18 selected focal planes spanning 4.8-7.2 μm of the specimens. Scale bar is indicated. **(d)** Analysis of Vimentin and Cadherin-1 positive cell counts at the leading edge (LE) and inner side (IS) in wound healing assays. Stacked bars, show the percentages of all Vimentin positive cells, composed of Vimentin/Cadherin-1 double positive cells (mean± SEM) in dark gray, and Vimentin positive/Cadherin-1 negative cells (mean± SEM) in light gray. Data representative of 1-2 independent experiments were obtained by cell counts at the leading edge and inner side of wound healing assays of 9-12 immunofluorescence images of 0.065 mm^2^. In the inner side, lumen or empty areas were discarded. The cells in the wounds were not counted. Only significant p-values are shown, in gray for double positive cells and in black for total Vimentin positive cells. ^*^ p < 0.05; ^**^ p < 0.01; ^***^ p < 0.001.

Many cancer cells are known to exhibit collective invasion potential wherein cell–cell adhesions remain intact. Accordingly, in EMT phenotypes, marked by an heterogeneous cancer cell population with epithelial, E/M and mesenchymal features, the cells with intermediate E/M phenotypes could potentially contribute to a collective cell migration due to their ability to interact with epithelial cells by cell-cell contacts while also being migration-prone for their mesenchymal features. Indeed, in the wound healing assays of the HCC827-derived erlotinib-resistant cell lines, E/M Vimentin and Cadherin-1 double positive cells are detected at the wound leading edge in cell-cell contact with Cadherin-1 positive and Vimentin negative cells (Figure 4c). In particular, the RB1.1 and RB2 cell lines showed a clear increase in the number of E/M double positive cells at the leading edge compared with the number of the ones located in the inner side (Figure 4d). Differentially, the mesenchymal RC2.2 cell line was characterized by the presence, at the wound leading edge, of small groups of associated Vimentin and Cadherin-2 positive cells with apparently looser adherens junctions. These features are reminiscent of the ones described in migrating mesodermal cells during embryonic development [36, 37] (Supplementary Figure 2).

### Cell invasion and sphere-forming abilities of erlotinib-resistant NSCLC cell lines

Erlotinib-resistance and EMT phenotypes can associate with more aggressive behaviours, such as increased cell invasion and stem-like features. Therefore to further study the functional phenotype of the erlotinib-resistant NSCLC cell lines, matrigel-coated transwell invasion and sphere-forming assays were performed. The matrigel assays showed an increased cell invasion of the RA2 and RC2.2 NSCLC cell lines when compared to their parental erlotinib-sensitive cell lines (Figure 5a and Supplementary Figure 3). Instead similar or decreased invasion ability was recorded for the RA1, RB1, RB1.1 and RB2 cell lines (Figure 5a and Supplementary Figure 3).

**Figure 5:**
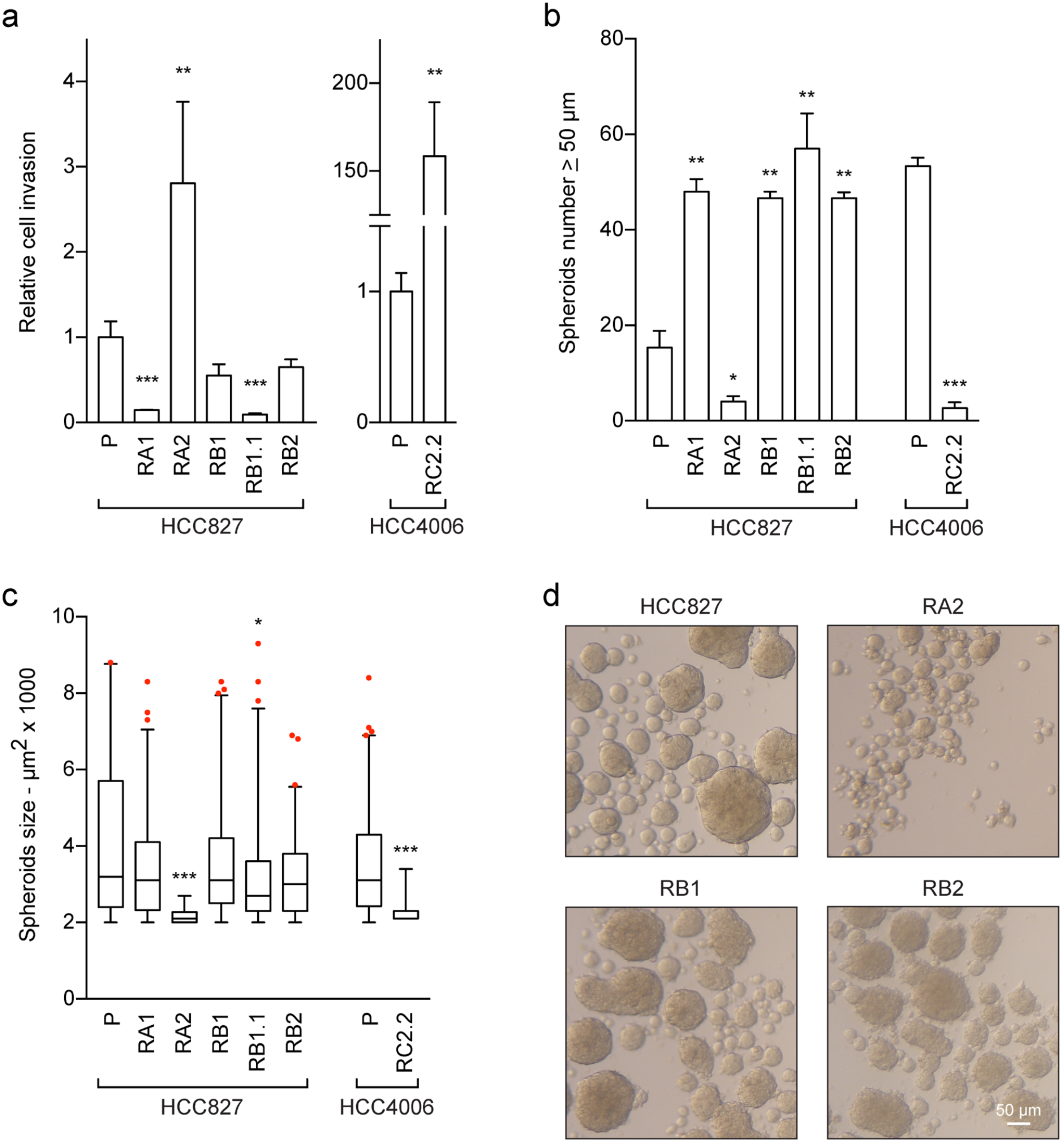
Cell invasion and stem-like features of erlotinib-sensitive and -resistant NSCLC cell lines **(a)** Analysis of cell invasion. The cell invasion ability of the indicated NSCLC cell lines was assayed using matrigel-coated transwells as described in material and methods. In three independent experiments the samples were assayed in triplicate. The area of the membrane filters occupied by successfully invasive cells was quantified 24 h after plating by ImageJ software. Data are represented as relative fold change ± SEM of parental cell lines. ^**^ p < 0.01; ^***^ p < 0.001. **(b-d)** Sphere-forming assays. The number and surface area of spheroids with a diameter ≥50 μm were recorded and quantified by ImageJ software 6-7 days after the start of the culture period. Bar plots represent in (b) the spheroids number and in (c) the spheroids size. The data are representative of 2-3 independent experiments. Asterisks in the figure indicate significant p-values of comparison of derived cell lines vs the corresponding parental one. ^**^ p < 0.01; ^***^ p < 0.001. Only significant p-values are shown; (d) representative images of spheroids are shown, scale bar is indicated. Statistical analysis of invasion and spheroids data was performed using the non-parametric Mann-Whitney U test. Differences between the means were considered statistically significant when p≤ 0.05.

Regarding the sphere-forming assays, we observed that the number of spheroids of the RA1, RB1, RB1.1 and RB2 cell lines with a diameter ≥ 50 μm was 2-3 fold higher than of the HCC827 parental cell line (Figure 5b) while the spheroid size was similar (Figure 5c, 5d). On the contrary the number of spheroids of the RA2 and RC2.2 cell lines was respectively 4 and 10 fold lower than of their parental cell lines. Moreover, the spheroids of the RA2 and RC2.2 were remarkably smaller than the spheroids of the other NSCLC cell lines (Figure 5c and 5d).

Overall the results show that the increased *in vitro* cell migration and cell invasion features of the RA2 and RC2.2 erlotinib-resistant cell lines do not associate with an increased stem-like ability. On the contrary the majority of HCC827-derived erlotinib resistant NSCLC cell lines with intermediated E/M phenotypes that do not show an increase in cell migration or invasion are more prone to form spheroids *in vitro* when compared to their parental erlotinib-sensitive cell line.

### Gene expression analysis in erlotinib-resistant NSCLC cell lines

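Total RNA of the parental lines HCC827 and HCC4006, of the erlotinib-resistant lines RA1, RA2, RB1, RB1.1 and RB2 derived from HCC827, and of the erlotinib-resistant line RC2.2 derived from HCC4006 was hybridized to 1-colour Agilent arrays, with 2 arrays for each of the 8 lines. Replicate 1 of every line was on slide 1 and replicate 2 on slide 2. The authors deposited the spot intensities read by Agilent's Feature Extraction software and a table of log2 values that they had background corrected and quantile normalised with limma. The paper's text names neither the method of background correction nor its offset. For the values reported here, the median intensity of each spot was corrected for its median local background by limma's normexp method with an offset of 0, log2 transformed and quantile normalised over the 16 arrays. Across spots, which are not independent replicates, the values correlated with the deposited ones at r = 1.00 on each array, and the largest difference at a spot of an array was 0.50 to 0.59 on the log2 scale. Each array held 62976 spots, 308 of them negative controls, and its gene spots stand for 50599 probes. A probe was kept where it was called well above background on both arrays of at least 1 line, which left 37271 probes. Probes with the same identifier were averaged into 31326 features. Of these, 19306 were named through the RefSeq annotation, and genes are counted as the 17931 gene symbols that remain under this main processing.
The median local background was 18 to 25 intensity units on the arrays other than HCC827 replicate 1, and 103 on that array. There, 49.4% of the gene spots were no brighter than their local background, against 0.993% to 9.19% on the other arrays. The share of gene spots well above background was 56.3% on HCC827 replicate 1 and 64.7% to 75.3% elsewhere. No array held a saturated spot. The median SD between the 2 arrays of a line was 0.32 on the log2 scale for HCC827 and 0.11 to 0.22 for the other lines. Each derived line was compared with its own parental line, so that 5 of the 6 comparisons share the HCC827 arrays. Fold changes are differences between the means of 2 arrays on the log2 scale, and n = 2 arrays for every mean. They were tested with limma's moderated test, which estimates 1 spread per feature from all 16 arrays, with Benjamini-Hochberg adjustment within each comparison. The number of arrays limits the precision of every value. Where no array of a group was well above background, the fold is a bound ("at least N-fold"), for which each of its arrays was set to no less than the lowest level called well above background on that array. Where the gene's own levels were higher than these, the bound equals the computed fold and carries its noise.

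**Figure D1:**
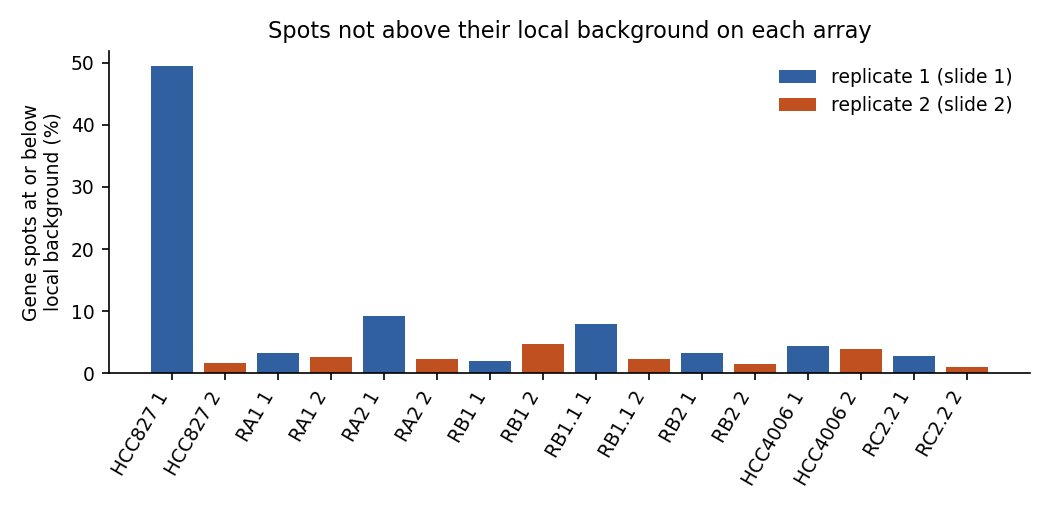
Percent of gene spots at or below their local background (vertical axis) on each of the 16 arrays (horizontal axis, cell line and replicate), coloured by slide. The bar of HCC827 replicate 1 is at 49.4%, and the bars of the other arrays are at 0.993% to 9.19%.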

To identify genes and pathways involved in erlotinib-resistance, microarray gene expression analysis was performed. Thousands of genes differentially expressed in the erlotinib-resistant cell lines were identified (Table 1). 

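By the rule of the methods, a log2 difference above 1 or below -1 between the means of duplicates, 787 genes were upregulated and 958 downregulated in RA1, and 1073 and 1198 in RA2. In RB1 there were 994 upregulated and 1105 downregulated genes, in RB1.1 686 and 896, and in RB2 1046 and 1418. RC2.2, compared with HCC4006, had 2077 upregulated and 2042 downregulated genes. The counts hold only features that the RefSeq annotation names, a choice made after first counts had been set beside Table 1. With unnamed identifiers counted too, upregulated genes were 1297 in RA1, 1652 in RB1 and 1205 in RB1.1. This rule uses no replicate error. By limma's moderated test (adjusted p under 0.05, any fold), 758 genes were higher and 861 lower in RA1, 1411 and 1303 in RA2, 1197 and 1143 in RB1, 699 and 831 in RB1.1, 1298 and 1412 in RB2, and 2744 and 2757 in RC2.2. Under the main processing, 578 upregulated and 639 downregulated genes passed both criteria in RA1, and 1926 and 1961 did so in RC2.2. In RB1, an offset of 50 gave 1278 genes past the fold rule and Feature Extraction's own processed signal 3219. With HCC827 replicate 2 left out, the genes past the fold rule rose to 3677 in RA1, 4132 in RA2, 3941 in RB1, 2980 in RB1.1 and 4817 in RB2. With HCC827 replicate 1 left out they were 1339, 1811, 1745, 1569 and 1550. The genes called by limma's test rose to 4419 in RA1, 5205 in RA2, 4886 in RB1, 3206 in RB1.1 and 6490 in RB2 without HCC827 replicate 2. Among the arrays left out, they were fewest without an array of the line itself. Limma fitted to the 4 arrays of each comparison alone called fewer still. It called 252 genes in RA1, 557 in RA2, 601 in RB1, 456 in RB1.1 and 357 in RB2. The methods' t-test with Benjamini-Hochberg adjustment called 0 genes in each of these lines. The main test pools the spread over all lines, which is below that of HCC827.

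**Figure D2:**
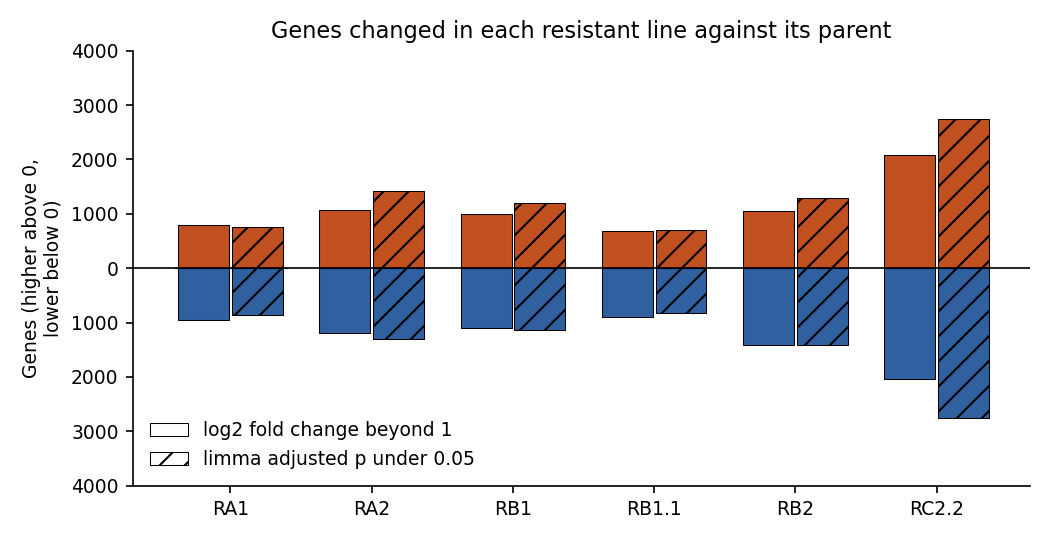
Number of genes upregulated and downregulated (vertical axis) in each erlotinib-resistant cell line against its parental line, by the fold rule of the methods (plain bars) and by limma's moderated test with Benjamini-Hochberg adjustment (hatched bars). RC2.2 has the most genes by either criterion, with 2077 upregulated and 2042 downregulated by the fold rule.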

Interestingly, a subset of these genes showed recurrent deregulation associated with erlotinib resistance. In particular, over 500 genes were found to be differentially expressed in at least 5/6 erlotinib-resistant cell lines showing recurrent upregulation (114 genes) or downregulation (393 genes) (Figure 6). 

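With the same fold rule in at least 5 of the 6 comparisons, 437 genes were recurrently changed, 330 of them downregulated and the others upregulated. In all 6 comparisons, 27 genes were upregulated and 79 downregulated. Limma's adjusted p was under 0.05 in each comparison counted for 70 of the upregulated and 211 of the downregulated genes. The HCC827 arrays enter 5 of the 6 comparisons. In 100 simulated draws of the 16 arrays, with no difference between any line and its parent and the residual spread pooled over all lines, the rule found at most 13 recurrently upregulated and 12 downregulated genes. The HCC827 arrays differ more than that spread. When each line kept the difference between its own arrays, with 256 choices of sign, differences between replicates alone gave a median of 49 and at most 119 genes in each direction, and in 5 of these choices at least as many upregulated genes as the arrays. The arrays of replicate 1 alone gave 580 recurrently upregulated and 931 downregulated features, and those of replicate 2 alone gave 67 and 281. Of these, 47 upregulated and 153 downregulated features were recurrent on both. At most 10 and 28 were so in 1000 shuffles of the features of replicate 2 among features of like level. With a background offset of 50 the upregulated genes were 49, and with the processed signal the downregulated ones were 671. Leaving out HCC827 replicate 1 gave 72 upregulated and 295 downregulated genes, and 271 of the 437 recurrent genes (62.0%) were found again. Leaving out HCC827 replicate 2, so that HCC827 rests on the array with the high local background, gave 573 and 802. With limma's adjusted p also under 0.05, the counts were 47 and 231 without HCC827 replicate 1 and 500 and 525 without HCC827 replicate 2. The paper states that the recurrence of these changes is associated with erlotinib resistance.

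**Figure D3:**
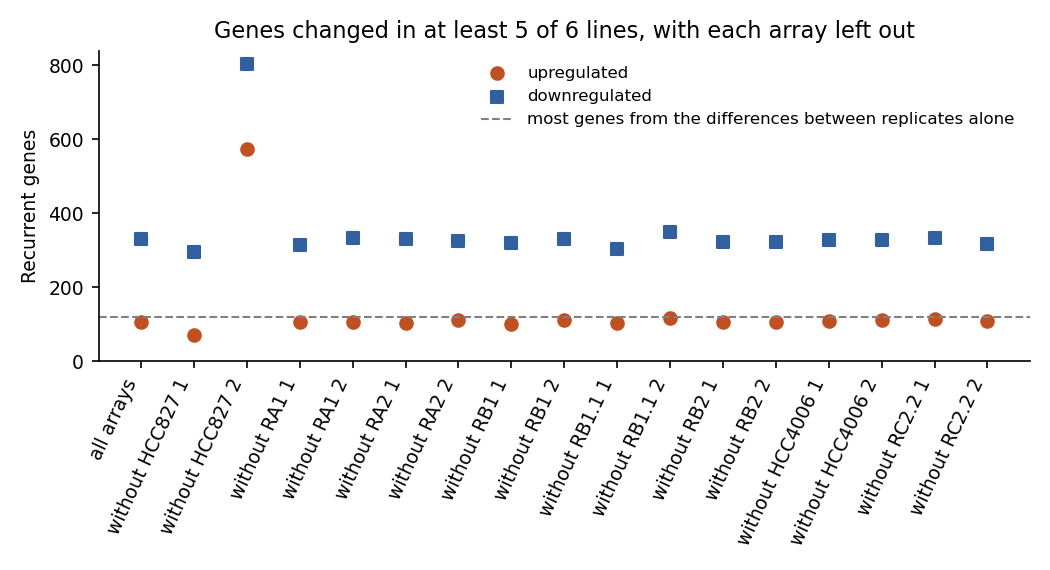
Number of recurrently upregulated and downregulated genes (vertical axis) with all 16 arrays and with each array left out in turn (horizontal axis). The dashed line marks the 119 genes in 1 direction that were the most from differences between replicates alone. The downregulated genes are 330 with all arrays, and the upregulated and downregulated genes are 72 and 295 without HCC827 replicate 1, and 573 and 802 without HCC827 replicate 2.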

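Among the recurrent genes with an adjusted p under 0.05 in each comparison counted, the 5 largest mean log2 fold changes over those comparisons include 6.21 for IGFBP7, 5.25 for IL1A and 4.78 for IL1B. The probe of IGFBP7 lies on chromosome 4 of hg19 from 57897423 to 57897482. IGFBP7 was counted in the lines other than RB1.1, and its level rose from 5.71 ± 0.98 (log2, SD, n = 2) in HCC827 to 13.36 ± 0.31 (SD, n = 2) in RA1. Only 1 of the 2 HCC827 arrays measured IGFBP7 well above background, and the same holds for IL1A. In RA2, IL1A had a log2 fold change of 1.53, and without HCC827 replicate 1 the log2 fold change of IL1A in RA2 was 0.78 and not called. IL1B (chromosome 2, 113587429 to 113587488) was counted in 5 comparisons and was lower in RA2, with a log2 fold change of -1.66. The genes with the lowest computed means were INHBB, CEACAM6, SLAMF7, a transcript of CELF2 (NM_001025077) and VTCN1. For INHBB, CEACAM6 and VTCN1 levels not above background enter these means, so that their order is not exact. INHBB (chromosome 2, 121108780 to 121108839) was at 10.48 ± 0.15 (SD, n = 2) in HCC827, and its level was at least 83.3-fold lower in RB1, 68.5-fold lower in RB1.1 and 46.7-fold lower in RB2. These bounds equal the computed folds and carry their noise. CEACAM6 (chromosome 19, 42275434 to 42275493) was at 18.19 ± 0.07 (SD, n = 2) in HCC4006 and at least 20352-fold lower in RC2.2, where it was not well above background. SLAMF7 fell in the HCC827-derived lines, and its log2 fold change in RC2.2 was 0.69.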

Differentially expressed genes were ranked according to average log-fold changes across all the 5/6 comparison of expression levels between erlotinib-resistant cell lines and erlotinib-sensitive parental cell lines (Supplementary Table 2). While several interesting genes appear among the differentially expressed we decided to focus our analysis on the impact that differentially expressed genes have on pathways and biological processes. Remarkably, functional analysis of modulated genes identified enriched annotation to several pathways and biological processes that may be related to the EMT phenotype, such as Cadherin and TGF β signaling pathways, regulation of actin cytoskeleton and response to wounding (Table 2-3; Supplementary Table 2).

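The Cadherin term of Supplementary Table 2 holds 11 genes, among them several protocadherin beta genes, and all 11 were kept. By limma's moderated test, 1 of them was higher and 9 lower in RA1, 1 higher and 4 lower in RA2, 1 and 9 in RB1, 0 and 8 in RB1.1, 1 and 9 in RB2, and 1 and 8 in RC2.2. Over the 14 protocadherin beta features on the arrays, the SD between features was 2.04 to 3.88 times the replicate SD. The higher gene is FZD7, with log2 fold changes of 1.27 (adjusted p = 0.028) in RA1, 2.10 (adjusted p = 0.00074) in RA2 and 3.27 (adjusted p = 3.9e-06) in RC2.2. Without HCC827 replicate 1, the log2 fold change of FZD7 in RA1 was 0.91 and no longer called, and leaving out either RA1 array also removed the call. The TGF β term holds INHBB, CDKN2B, MAPK3, IFNG and ID4. IFNG was not kept, and 4 of the 5 genes were tested. None of them was higher in any line, and 1 to 3 were lower per line. ID4 had log2 fold changes of -2.56 (adjusted p = 0.00052) in RA1, -3.57 (adjusted p = 1.8e-05) in RB1, -3.40 (adjusted p = 3.2e-05) in RB1.1, -3.43 (adjusted p = 3.6e-05) in RB2 and -2.29 (adjusted p = 0.00022) in RC2.2. In RA2 it was -0.39 (adjusted p = 0.49). MAPK3 was below -1 in RA1, RA2, RB1, RB2 and RC2.2 by the fold rule, and its adjusted p was 0.054 in RB2 and higher in the other lines. Without HCC827 replicate 2, the log2 fold change of MAPK3 in RB2 was -2.13 and called. The paper drew the members of these terms from the genes that the fold rule had counted on the same arrays, so the calls are not independent evidence.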

**Table 1:** Microarray gene expression analysis

	RA1	RA2	RB1	RB1.1	RB2	RC2.2
Up-regulated	841	1183	1041	740	1171	2172
Down-regulated	1091	1333	1244	1006	1560	2109

Counts of differentially expressed genes in erlotinib-resistant cell lines.

**Figure 6:**
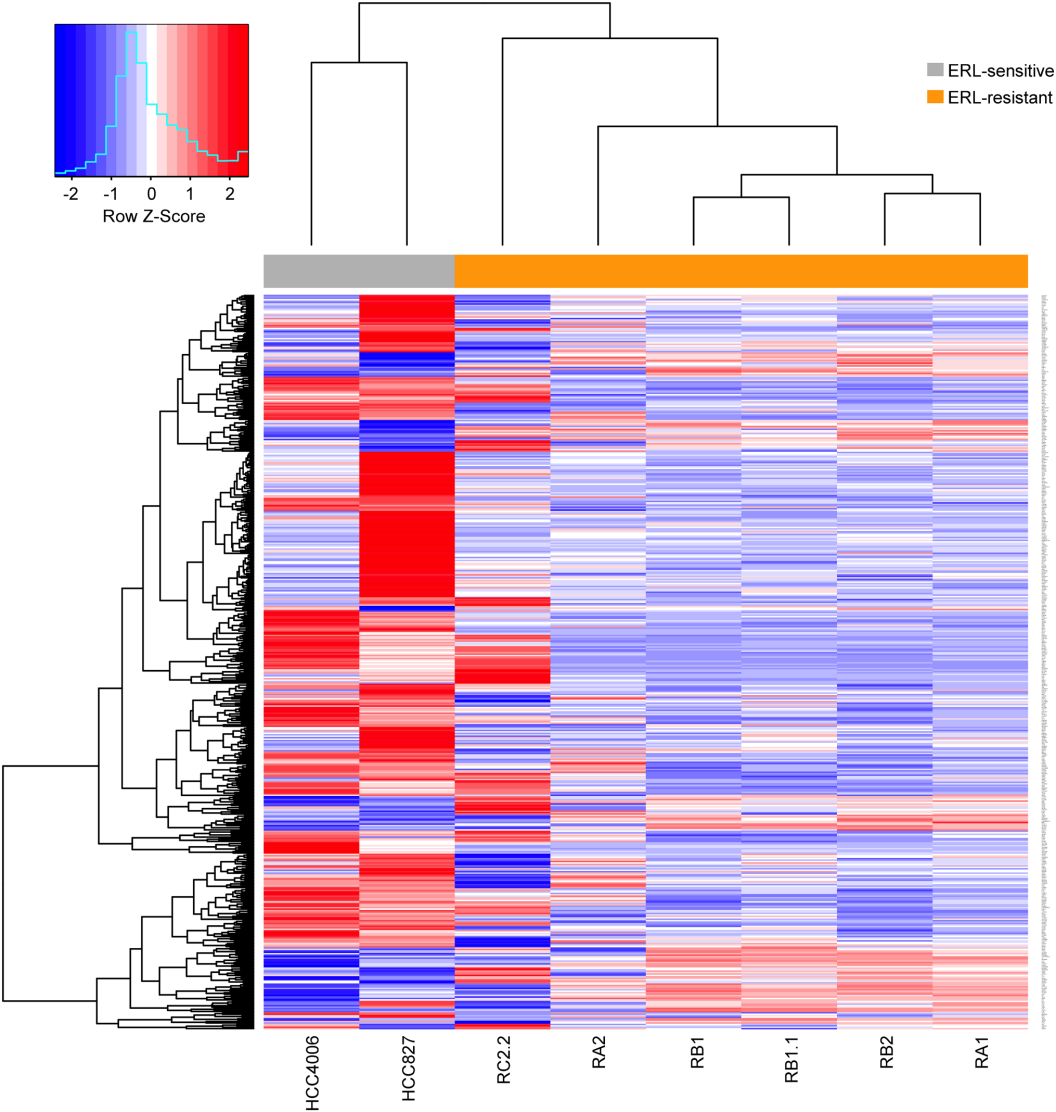
Differentially expressed genes in erlotinib-resistant NSCLC cell lines Hierarchical biclustering heatmap of expression levels for genes scored as differentially expressed in at least 5/6 comparisons of erlotinib-resistant derived cell lines to their erlotinib-sensitive parental cell lines. Data are row-scaled and rendered on a blue (lower expression) to red (higher expression) scale.

**Table 2:** Microarray gene expression analysis

Category	Term ID	Term	P-value	Count	Fold Enrichment
PANTHER_PATHWAY	P00012	**Cadherin signaling pathway**	1.5E-03	10	3.5
PANTHER_PATHWAY	P00057	**Wnt signaling pathway**	4.3E-03	14	2.3
KEGG_PATHWAY	hsa04060	Cytokine-cytokine receptor interaction	5.6E-03	12	2.6
KEGG_PATHWAY	hsa04640	Hematopoietic cell lineage	1.7E-02	6	3.9
KEGG_PATHWAY	hsa04360	Axon guidance	2.5E-02	7	3.1
KEGG_PATHWAY	hsa04350	**TGF-beta signaling pathway**	6.5E-02	5	3.2
KEGG_PATHWAY	hsa04810	**Regulation of actin cytoskeleton**	8.1E-02	8	2.1

Enriched pathways of erlotinib-resistant differentially expressed gene set.

**Table 3:** Enriched biological processes of erlotinib-resistant differentially expressed gene set

Category	Term ID	Term	P-value	Count	Fold Enrichment
GOTERM_BP_FAT	GO:0009611	**Response to wounding**	8.3E-05	25	2.5
GOTERM_BP_FAT	GO:0042127	Regulation of cell proliferation	2.5E-04	31	2.0
GOTERM_BP_FAT	GO:0045937	Positive regulation of phosphate metabolic process	6.6E-04	9	4.7
GOTERM_BP_FAT	GO:0007156	**Homophilic cell adhesion**	9.3E-04	10	4.0
GOTERM_BP_FAT	GO:0042981	Regulation of apoptosis	1.6E-03	29	1.9
GOTERM_BP_FAT	GO:0006955	Immune response	1.7E-03	26	2.0
GOTERM_BP_FAT	GO:0001932	Regulation of protein amino acid phosphorylation	1.8E-03	11	3.3
GOTERM_BP_FAT	GO:0042509	Regulation of tyrosine phosphorylation of STAT protein	2.8E-03	5	8.4
GOTERM_BP_FAT	GO:0051050	Positive regulation of transport	3.8E-03	12	2.8
GOTERM_BP_FAT	GO:0051046	Regulation of secretion	5.6E-03	11	2.8
GOTERM_BP_FAT	GO:0050865	Regulation of cell activation	6.6E-03	10	3.0
GOTERM_BP_FAT	GO:0007155	**Cell adhesion**	8.3E-03	24	1.8
GOTERM_BP_FAT	GO:0006954	Inflammatory response	9.9E-03	14	2.2
GOTERM_BP_FAT	GO:0031099	Regeneration	1.0E-02	6	4.5
GOTERM_BP_FAT	GO:0030111	**Regulation of Wnt receptor signaling pathway**	1.1E-02	5	5.7
GOTERM_BP_FAT	GO:0009967	Positive regulation of signal transduction	1.2E-02	13	2.3
GOTERM_BP_FAT	GO:0007267	Cell-cell signaling	1.2E-02	21	1.8
GOTERM_BP_FAT	GO:0050731	Positive regulation of peptidyl-tyrosine phosphorylation	1.2E-02	5	5.5
GOTERM_BP_FAT	GO:0045428	Regulation of nitric oxide biosynthetic process	1.5E-02	4	7.7
GOTERM_BP_FAT	GO:0002694	Regulation of leukocyte activation	1.5E-02	9	2.8

### Analysis of EMT-related gene expression in erlotinib-resistant NSCLC cell lines

In order to analyze the EMT phenotypes associated to erlotinib-resistance, we collected five lists of genes whose expression has been previously associated to EMT (Table 4; Supplementary Table 3) (Byers et al., 2013 [38]; Gröger et al., 2012 [39]; Huang et al., 2013 [15]; PAHS-090 [40]; R&D System [41]). These gene lists were pooled together (335 genes) and 270/335 genes (COMBO_270 gene list) also interrogated in our microarray experiments were further investigated (Supplementary Table 3). 

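Of the 270 genes of COMBO_270, 262 were well above background on both arrays of at least 1 line. With values averaged per gene symbol and limma's test adjusted over all features, 28 of them were higher and 51 lower in RA1, 32 and 51 in RA2, 28 and 52 in RB1, 19 and 37 in RB1.1, 26 and 58 in RB2, and 66 and 125 in RC2.2. When adjusted over the list alone, 112 genes passed in RA1, 97 in RA2, 91 in RB1, 75 in RB1.1, 110 in RB2 and 202 in RC2.2. As percentages of the 270 genes, the calls adjusted over all features were 29.3% in RA1, 30.7% in RA2, 29.6% in RB1, 20.7% in RB1.1, 31.1% in RB2 and 70.7% in RC2.2. Among the alternatives to the processing, the processed signal gave the lowest percentage in RB1, 25.2%. Without HCC827 replicate 2 the percentages in the HCC827-derived lines were highest, at 25.9% in RB1.1, 34.8% in RB1 and 39.6% to 42.6% in RA1, RA2 and RB2. They were lowest without an array of the line itself, at 17.8% in RA1, 17.4% in RA2 and 17.4% in RB1 without replicate 2, and at 13.0% in RB1.1 and 15.9% in RB2 without replicate 1.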

The first evidence gained from the analysis was that the above EMT-related lists showed little gene overlap among each other, with the maximum overlap (N=15) found between the Byers et al. and the Huang et al. gene lists (Supplementary Figure 4). However, hierarchical clustering based on expression levels relative to each of these EMT-related gene list alone (data not shown) yielded a grouping of the different NSCLC cell lines similar to that observed by considering the pooled list of 270 genes (Supplementary Figure 5a). In particular, the erlotinib-sensitive and -resistant NSCLC cell lines separate in the cluster primarily based on their cellular origin. This evidence was also confirmed by Principal Component Analysis (PCA) of the expression profiles of the pooled list, which shows the maximum distance in the plane identified by the first and second principal components (PCs), as well as in any other PCs plane, as the one separating the HCC827 from the HCC4006 parental cell lines (both epithelial-like), (Supplementary Figure 5b). 

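Complete linkage on Euclidean distances, as in the methods, joined the 2 arrays of each of the 8 lines before any other array when the 262 kept genes of COMBO_270 were clustered. Among the line means, RC2.2 parted from all other lines first, and HCC4006 parted next from HCC827 and its derived lines. The HCC827-derived lines RA1 and RB2 joined each other and then RA2, and RB1 and RB1.1 joined each other and then HCC827. In each of the 5 source lists, RC2.2 also parted first and HCC4006 second, and the order was the same with average linkage on 1 minus the Pearson correlation. The first split put HCC4006 with RC2.2 apart from HCC827 with its derived lines in 0 of these 6 lists.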

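Principal components of the 262 genes, scaled to unit variance, took up 43.0% (PC1) and 23.4% (PC2) of the variance. In the plane of PC1 and PC2, the largest distance between 2 line means was 33.8, between HCC4006 and RC2.2. The distance between the parental lines was 19.4, the rank of 13 among the 28 pairs. In the planes of PC1 with PC3 and with PC4, the largest distance was between RB1.1 and RC2.2, and the parental pair ranked 22 and 9. In the planes of PC2 with PC3 and PC4 it ranked 7, and in that of PC3 with PC4 10. PC2 alone placed HCC4006 at -19.5 ± 0.492 (SD, n = 2) and HCC827 at -1.36 ± 0.226 (SD, n = 2), with the derived lines between 2.07 and 4.50. Without the RC2.2 arrays, the largest distance was between RA2 and HCC4006, and the parental pair ranked 8 of 21.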

Altogether, these results indicate that the EMT-related gene sets were not able to capture the common epithelial phenotype observed in parental cell lines. Therefore we decided to extend the analysis by applying more sensitive supervised methods to further interrogate the EMT gene lists.

**Table 4:** Description of the EMT-related gene lists

Reference	n. of genes	n. of genes analyzed
Byers et al., 2013 [36]	76	61
Huang et al., 2013 [13]	33	29
Gröger et al., 2012 [37]	131	103
PAHS-090, Qiagen [38]	84	70
R&D System [39]	98	78

### Supervised selection of EMT-related genes discriminating epithelial vs mesenchymal traits in NSCLC cell lines

Three different supervised methods were applied to select genes maximally associated to the intermediate E/M phenotypic differences observed in the tested NSCLC cell lines: (i.) cut-off on gene expression (CO); (ii.) support vector machine (SVM); (iii.) expression profile analysis (PROF). Specifically, we used these supervised methods to identify subsets of genes having similar expression levels within the epithelial cell lines (HCC827 and HCC4006) while exhibiting different expression in the mesenchymal (RC2.2) and the cell lines with E/M features (RA1, RA2, RB1, RB1.1, RB2) (see the methods section for details). The gene subsets resulting by application of the above three methods, hereafter also referred to as *CO_59, SVM_85, and PROF_58* according to the related selection method (CO, SVM or PROF) and the number of selected genes (59, 85 and 58 respectively) (Supplementary Table 3), were extensively analyzed by PCA. 

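The cut-off rule of the methods, at least 2-fold between the mean of the parental lines and RC2.2 and under 1.5-fold between the parental lines, selected 57 of the 262 kept genes, and all 57 are in CO_59. Across the alternatives to the processing it selected 57 to 62 genes, of which 52 to 58 are in CO_59. A linear SVM with cost 1 on genes scaled from 0 to 1, with the 16 arrays as epithelial, E/M and mesenchymal and a minimum absolute coefficient of 0.01 in each pairwise problem, selected 85 genes, of which 80 are in SVM_85. With genes standardised instead, 0 genes passed that minimum, and the 85 genes with the largest coefficients shared 77 with SVM_85. PROF_58 rests on the authors' choice among gene clusters, which the paper's text does not list, and its selection was not repeated. Of its 58 genes 56 were kept. The lists were selected on the same arrays that the principal components describe.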

PCA results from all subsets show consistent relative positioning of the erlotinib-sensitive and -resistant NSCLC cell lines (Figure 7a–7c). 

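Principal components were computed for CO_59, SVM_85 and PROF_58 with genes scaled to unit variance. PC1 and PC2 took up 72.0% and 13.0% of the variance for CO_59, 71.2% and 10.3% for SVM_85, and 50.3% and 19.3% for PROF_58. Rounded to whole percents, both values for CO_59 and SVM_85, and the value of PC2 for PROF_58, equal those printed in Figure 7. The position of a line on PC1 was expressed as the share of the way from the mean of the parental arrays (0) to the mean of the RC2.2 arrays (1). For CO_59 it was 0.178 ± 0.00260 (SD, n = 2) in RA1, 0.176 ± 0.00435 (SD, n = 2) in RA2, 0.0675 ± 0.0228 (SD, n = 2) in RB1 and 0.126 ± 0.0205 (SD, n = 2) in RB2. For SVM_85 the shares were 0.121 in RA1, 0.112 in RA2, 0.0250 in RB1 and 0.0789 in RB2, and for PROF_58 0.235, 0.299, 0.0474 and 0.182. In SVM_85 the parental lines lay at -0.0590 (HCC827) and 0.0590 (HCC4006), so that RB1 lay between them. With genes centred but not scaled, which moved these positions most, the mean share of the 5 HCC827-derived lines went from 0.119 to 0.0829 for CO_59 and from 0.0644 to -0.0114 for SVM_85. Without HCC827 replicate 2 the mean share for SVM_85 was 0.0427. Of 10000 random lists of the size of CO_59 drawn from COMBO_270, 3.82% placed all 5 lines between the mean of the parental lines and RC2.2, and closer to that mean. The corresponding percentages for the sizes of SVM_85 and PROF_58 were 1.04% and 4.32%. CO_59 and PROF_58 placed all 5 lines so, and SVM_85 placed 4 of the 5.

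**Figure D4:**
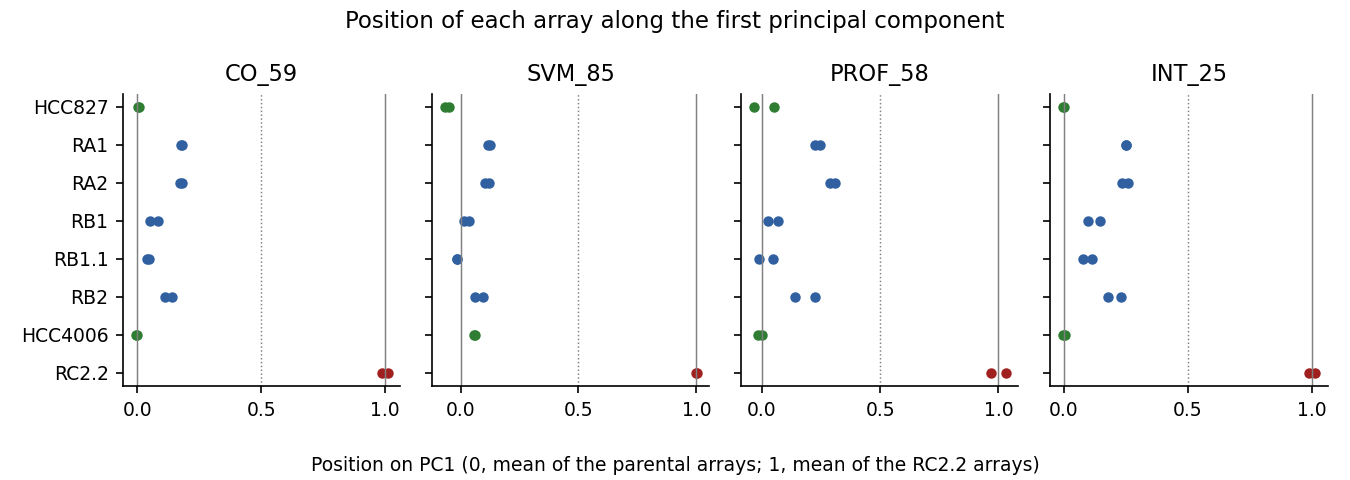
Position of each array on PC1 (horizontal axis) as the share of the way from the parental mean (0) to the RC2.2 mean (1), for CO_59, SVM_85, PROF_58 and INT_25. Each point is 1 array. RA1 lies at 0.178 for CO_59 and RB1.1 at -0.0147 for SVM_85.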

More in details, the HCC827-derived erlotinib-resistant cell lines appear located between the epithelial-like and mesenchymal-like cell lines, yet closer to the epithelial ones, along the first principal component (PC1). Interestingly the RB1.1 cell line, showing a small number of cells double positive for Cadherin-1 and Vimentin but high expression levels of SNAI1, groups with the other HCC827 erlotinib-resistant cells lines in the PCA plane. This result suggests that Cadherin-1 and Vimentin are likely not sufficient to identify cells with an intermediate EMT phenotype. 

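On the same scale of PC1, RB1.1 lay at 0.0445 ± 0.00477 (SD, n = 2) for CO_59, at 0.0186 ± 0.0411 (SD, n = 2) for PROF_58 and at -0.0147 ± 0.00165 (SD, n = 2) for SVM_85. Its share was the smallest of the HCC827-derived lines for each of these lists. For SVM_85 RB1.1 lay between its own parent HCC827 (-0.0590) and HCC4006 (0.0590). For PROF_58 the difference from the parental mean was smaller than the SD between its arrays. In the plane of PC1 and PC2 its nearest line was RB1, at a distance of 1.26 for CO_59, 1.11 for SVM_85 and 0.845 for PROF_58. The arrays gave a log2 fold change of SNAI1 of 0.90 (standard error 0.19, limma adjusted p = 0.012) in RB1.1. Leaving out HCC827 replicate 1 or RB1.1 replicate 2 removed this call.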

Interestingly, the erlotinib-resistant HCC827 cell lines consistently appear sub-grouped by proximity along the second component (PC2): the RB1 with the RB1.1; the RA1 with the RB2; while the RA2 separates from the other HCC827-derived cell lines (Figure 7a–7c). 

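On PC2 of CO_59, the scores were 3.79 ± 0.312 (SD, n = 2) in RB1, 2.62 ± 0.984 (SD, n = 2) in RB1.1, 2.08 ± 0.166 (SD, n = 2) in RB2, 0.648 ± 0.179 (SD, n = 2) in RA1 and -4.41 ± 0.0414 (SD, n = 2) in RA2. RB1 and RB1.1 differed by little more than the SD between the RB1.1 arrays, and RB2 was nearer to RB1.1 than to RA1. On PC2 of SVM_85 the scores were 3.93 in RB1, 3.34 in RB1.1, 1.78 in RB2, 0.703 in RA1 and -4.38 in RA2. PROF_58 gave -4.39 in RB1, -3.69 in RB1.1, -1.19 in RB2, 0.561 in RA1 and 5.72 in RA2, and the sign of a component is arbitrary. RA2 lay across 0 from RB1, RB1.1 and RB2 for all 3 lists. In the plane of PC1 and PC2, the closest pair of HCC827-derived lines was RB1 and RB1.1 for each list. The next pair was RA1 and RB2 for SVM_85, at a distance of 1.46, and for PROF_58, at 1.96. For CO_59 it was RB1.1 and RB2, at 1.75, with RA1 and RB2 at 1.78, and with genes centred but not scaled RA1 and RB2 came next there too.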

Similar relative positioning in the PCA plane identified by the first and second principal components (ie: the most explicative as being the ones explaining most of the viewed differences) suggest that the three differently selected gene lists, while qualitatively diverse, are all agreeing on capturing similar cell line characteristics. 

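The 25 genes common to CO_59, SVM_85 and PROF_58 were all kept on the arrays, where CTSL2 is listed as CTSV. In RC2.2, 5 of them were higher and 19 lower than in HCC4006 by limma's moderated test. In the HCC827-derived lines fewer passed, with 3 higher and 10 lower in RA1, 2 and 10 in RA2, 3 and 7 in RB1, 2 and 5 in RB1.1, and 4 and 10 in RB2. The study chose these genes on the same arrays, so these counts are not independent evidence.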

In fact, these three EMT-related selected gene lists only share a limited number (=25) of genes (INT_25 list in Supplementary Table 3) as shown in the Venn diagram (Figure 8a) and the heatmap (Figure 8b). Remarkably, PCA plot relative to this restricted list of common genes recapitulates the ones obtained by analyzing the three cognate subsets of EMT-related genes (Figure 7d). 

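For the 25 shared genes, PC1 and PC2 took up 71.7% and 14.9% of the variance, and rounded to whole percents both equal the values printed in Figure 7. On PC1 the share of the way from the parental mean to RC2.2 was 0.251 ± 0.00228 (SD, n = 2) in RA1, 0.248 ± 0.0166 (SD, n = 2) in RA2, 0.204 ± 0.0364 (SD, n = 2) in RB2, 0.122 ± 0.0354 (SD, n = 2) in RB1 and 0.0953 ± 0.0258 (SD, n = 2) in RB1.1. PC2 scores were 2.31 in RB1, 2.11 in RB1.1, 1.22 in RB2, 0.588 in RA1 and -3.51 in RA2. The closest pair in the plane was RB1 and RB1.1, at a distance of 0.417, and the next was RA1 and RB2, at 0.894. Random lists of 25 genes drawn from COMBO_270 placed all 5 HCC827-derived lines between the mean of the parental lines and RC2.2, and closer to that mean, in 12.7% of 10000 draws. From the like positions of the lines for the differently selected lists, the paper proposes that these lists capture similar characteristics of the cell lines.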

Five out of the twenty-five shared EMT-related genes (namely CTSL2, KLC3, SLPI, ST14 and STEAP1) were selected for the qPCR validation in that they are expressed at different levels in the erlotinib-sensitive and -resistant cells lines in the microarray data and were previously associated to cancer development (Figure 8c). CTSL2 or cathepsin L2 gene, a pro-apoptotic target of E2F1 and a modulator of apoptosis [42] previously reported to be upregulated in several human tumors including breast and colon carcinoma [43], is downregulated in the HCC827-derived cell lines RA1, RB1, RB1.1 and RB2 as well in the HCC4006-derived RC2.2 cell line (Figure 8b, 8c). 

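CTSL2 (listed on the arrays as CTSV, NM_001333) was at 13.00 ± 0.58 (log2, SD, n = 2) in HCC827 and 12.77 ± 0.21 (SD, n = 2) in HCC4006. Log2 fold changes, with a standard error of 0.27, were -0.98 (limma adjusted p = 0.046) in RA1, -1.08 (adjusted p = 0.022) in RB1, -1.23 (adjusted p = 0.014) in RB1.1 and -1.40 (adjusted p = 0.0016) in RC2.2. In RB2 it was -0.65 (adjusted p = 0.13), and in RA2 -0.02 (adjusted p = 0.97). The difference between lines was not tested. The calls in RA1, RB1 and RB1.1 depend on the processing. All were lost with limma fitted to the 4 arrays of each comparison alone and with the processed signal. Without HCC827 replicate 2, the log2 fold change of CTSV in RA1 was -0.57, and the call was also lost without any other array except HCC827 replicate 1 or an RC2.2 array. Neither without HCC827 replicate 2 nor without RB1 replicate 1 was RB1 called, where the log2 fold change of CTSV in RB1 was -0.67 and -0.83. With RB1.1 replicate 1 or 2 left out, the log2 fold change of CTSV in RB1.1 was -1.28 or -1.17, with the call lost. RB2 was called only without HCC827 replicate 1, where the log2 fold change of CTSV in RB2 was -1.06.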

KLC3 or kinesin light chain 3, a member of the kinesin light chain gene family involved in binding cargo and regulating kinesin activity, has been reported to be upregulated in some cases of breast, ovarian, head and neck, lung, skin, urothelial and pancreatic cancers (URL: http://www.proteinatlas.org/ENSG00000104892-KLC3/cancer). KLC3 while donwregulated in the majority of our erlotinib-resistant cell lines is upregulated in the RA2 cell line (Figure 8b, 8c). 

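KLC3 (NM_177417, probe on chromosome 19 of hg19 from 45854215 to 45854274) was at 10.65 ± 0.41 (log2, SD, n = 2) in HCC827 and 11.04 ± 0.06 (SD, n = 2) in RA2, a log2 fold change of 0.38 (standard error 0.28, limma adjusted p = 0.40), which is within the spread of the HCC827 arrays. Its log2 fold change was -1.76 (adjusted p = 0.0018) in RA1, -1.98 (adjusted p = 0.00046) in RB1, -1.96 (adjusted p = 0.00057) in RB1.1, -1.40 (adjusted p = 0.0064) in RB2 and -2.74 (adjusted p = 6.8e-06) in RC2.2. In the absence of 1 array, the log2 fold change of KLC3 in RB2 was -1.11 without HCC827 replicate 1 and -1.29 without RB2 replicate 1, and the call was lost both times. With limma fitted to the 4 arrays of each comparison alone, the calls in RA1 and RB2 were lost. In RA2 no alternative tried gave a call.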

Interestingly SLPI a serine protease inhibitor overexpressed in a wide variety of human cancers, including breast, lung, ovarian and colorectal carcinomas, and glioblastoma [44–48], is highly upregulated in RA1, RB1, RB1.1 and RB2 erlotinib-resistant cell lines (Figure 8b, 8c). 

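SLPI (NM_003064) was at 10.25 ± 0.30 (log2, SD, n = 2) in HCC827 and rose to 13.91 ± 0.29 (SD, n = 2) in RB1, a log2 fold change of 3.67 (standard error 0.24, limma adjusted p = 9.3e-07). Elsewhere it was 3.54 (adjusted p = 1.2e-06) in RB1.1, 2.17 (adjusted p = 8.1e-05) in RB2 and 1.94 (adjusted p = 0.00029) in RA1. In RA2 it was -3.96 (adjusted p = 4.2e-07). SLPI was at 10.26 ± 0.24 (SD, n = 2) in HCC4006 and was not well above background on either RC2.2 array, where it was at least 73.7-fold lower. These calls held under every alternative to the processing and to limma's model, each array left out in turn included. The methods' t-test with Benjamini-Hochberg adjustment called 0 genes in the HCC827-derived lines.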

STEAP1, a member of a family of metalloreductases described as a cell-surface antigen in prostate tissue [49, 50] and reported to be highly expressed in prostate, breast, bladder, colon ovarian carcinomas, in Ewing's sarcoma [51] and in endothelial cells in the vessels of human lung tumours [52], is highly upregulated in RA1, RB1, RB1.1 and RB2 erlotinib-resistant cell lines (Figure 8b, 8c). 

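STEAP1 (NM_012449) was at 11.33 ± 0.53 (log2, SD, n = 2) in HCC827 and 11.76 ± 0.16 (SD, n = 2) in HCC4006. Its log2 fold change, with a standard error of 0.30, was 1.94 (limma adjusted p = 0.00095) in RB1, 1.93 (adjusted p = 0.0012) in RB1.1, 1.81 (adjusted p = 0.0020) in RB2 and 1.55 (adjusted p = 0.0073) in RA1. It was -1.41 (adjusted p = 0.0086) in RA2 and -2.59 (adjusted p = 2.3e-05) in RC2.2. Leaving out HCC827 replicate 1 gave a log2 fold change of STEAP1 in RA1 of 1.18, and leaving out RA1 replicate 2 gave 1.49, and the call was lost both times. Without RA2 replicate 1, the log2 fold change of STEAP1 in RA2 was -1.21 and not called. With limma fitted to the 4 arrays of each comparison alone, the calls in RA1, RA2, RB1 and RB2 were lost. STEAP1 is on the same chromosome arm as MET but not among the 25 kept genes within 5 Mb of MET, whose mean log2 fold change was 0.78 to 1.14 in RA1, RB1, RB1.1 and RB2.

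**Figure D5:**
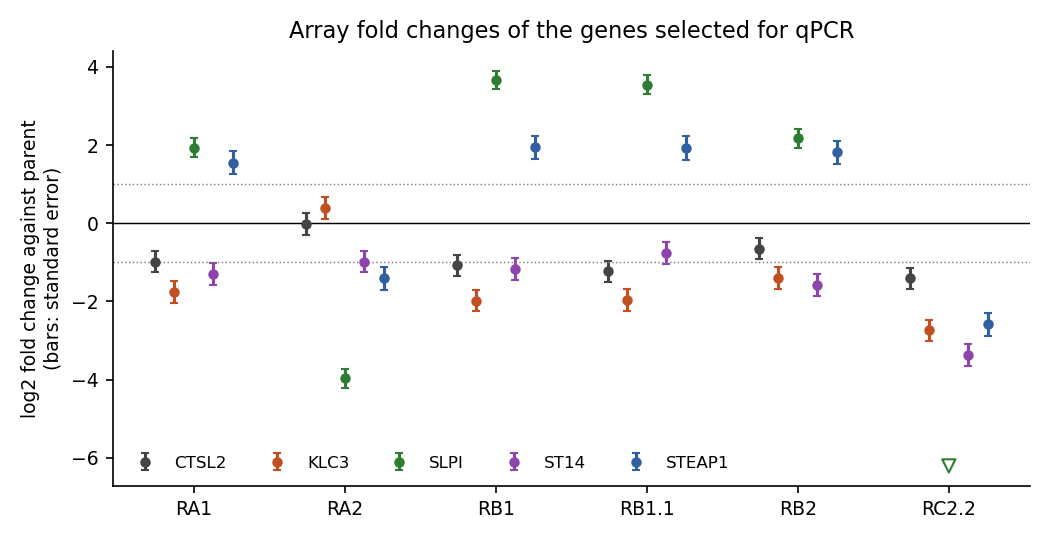
Log2 fold change of CTSL2, KLC3, SLPI, ST14 and STEAP1 on the arrays (vertical axis) in each erlotinib-resistant cell line against its parental line (horizontal axis). Bars are limma's standard errors, dotted lines mark 1 and -1, and the open triangle is the bound for SLPI in RC2.2. SLPI and STEAP1 lie above 1 in RA1, RB1, RB1.1 and RB2 and below -1 in RA2, where SLPI is at -3.96.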

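ST14 (NM_021978) was at 12.94 ± 0.04 (log2, SD, n = 2) in HCC4006 and 9.57 ± 0.39 (SD, n = 2) in RC2.2, a log2 fold change of -3.37 (standard error 0.28, limma adjusted p = 9.3e-07). In HCC827 it was at 13.37 ± 0.48 (SD, n = 2). ST14 had log2 fold changes of -1.58 (adjusted p = 0.0028) in RB2, -1.29 (adjusted p = 0.013) in RA1, -1.17 (adjusted p = 0.016) in RB1, -0.98 (adjusted p = 0.036) in RA2 and -0.76 (adjusted p = 0.13) in RB1.1. The calls in RA1, RA2, RB1 and RB2 were lost with limma fitted to the 4 arrays of each comparison alone, and those in RA1, RA2 and RB1 without HCC827 replicate 1. Without the latter array, the log2 fold change of ST14 in RA1 was -0.96, the log2 fold change of ST14 in RB1 was -0.83 and the log2 fold change of ST14 in RA2 was -0.64, and none was called. Leaving out RA1 replicate 1 (-1.14), either RB1 array (-1.06 and -1.27) or either RA2 array (-0.98 both times) also removed the call in that line. RB1.1 was called only without HCC827 replicate 2, where the log2 fold change of ST14 in RB1.1 was -1.10.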

Finally ST14, or suppression of tumorigenicity 14, an integral membrane serine protease and a *ZEB1* responsive gene in NSCLC [31], is strongly downregulated in the RC2.2 cell line and only slightly downregulated in the majority of the HCC827-derived NSCLC cells lines (Figure 8b, 8c). The expression level of STEAP1 and KLC3 proteins was also evaluated by western blot analysis showing a profile essentially in line with the mRNA expression data (Figure 8d). STEAP1 barely detectable in HCC827 and HCC4006 erlotinib-sensitive cell lysates is strongly upregulated in RA1, RB1, RB1.1 and RB2 cell lines. KLC3 well expressed at the protein level in the parental erlotinib- sensitive cell lines is strongly downregulated in all erlotinib-resistant cell lines with the exception of the HCC827-derived RA2 cell lines (Figure 8d).

**Figure 7:**
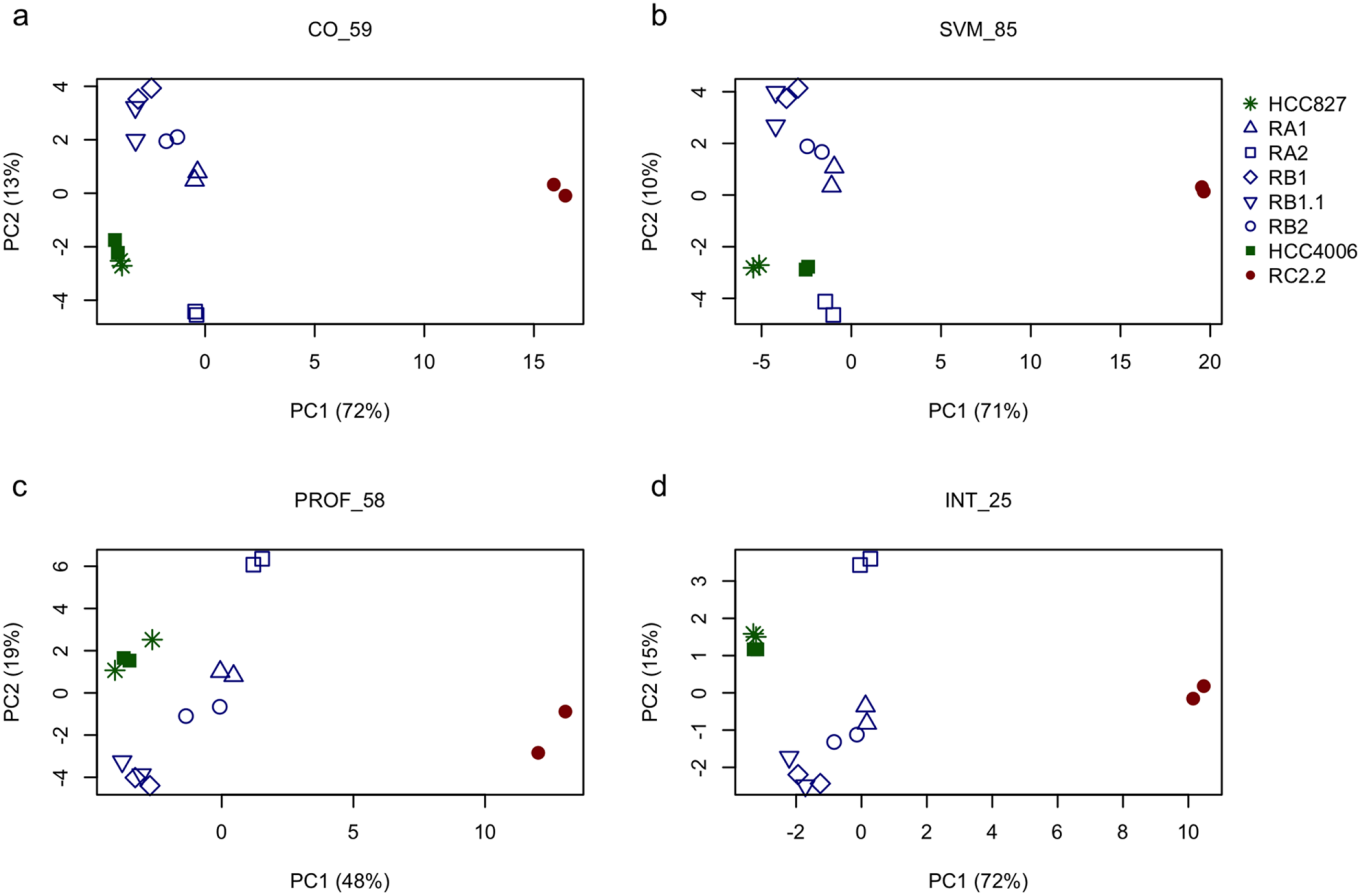
Principal components analysis of selected EMT-related gene sets Relative positioning of erlotinib-sensitive parental cell lines (HCC827 and HCC4006) and their erlotinib-resistant derived cell lines in the plane identified by principal components one and two (ie: the ones explaining most of the variation observed in the data) based on principal component analysis applied to the expression levels of differently selected subsets of EMT-related genes: **(a)** 59 EMT-related genes selected by cut-off on gene expression (CO), named *CO_59* in the figure; **(b)** 85 EMT-related genes selected by support vector machines classification (SVM), *SVM_85*; **(c)** 58 EMT-related genes selected by expression profile analysis (PROF), *PROF_58* and **(d)** 25 genes common to all the previous gene subsets, *INT_25*. Percentages indicated in brackets on the x- and y-axis represent the amount of data variation explained by the principal component one and two (PC1 and PC2), respectively. Colors indicate the EMT phenotype of the corresponding cell line: green for epithelial, blue for epithelial/mesenchymal and red for mesenchymal.

**Figure 8:**
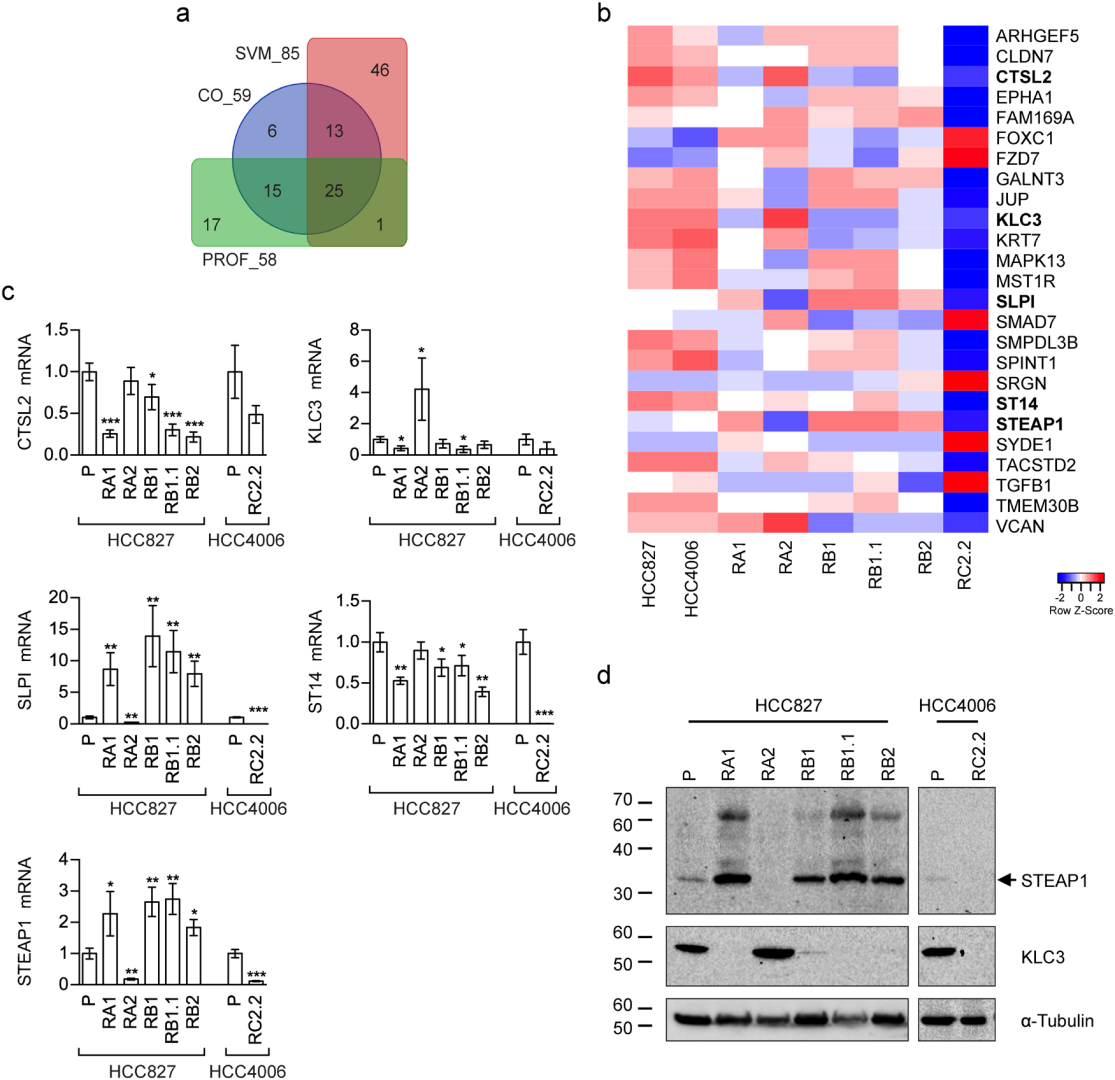
EMT-related gene subsets discriminating epithelial, mesenchymal and intermediate E/M phenotypes **(a)** Venn diagram showing overlaps among the three differently selected subsets of EMT-related genes. Abbreviations. *CO_59*: 59 EMT-related genes selected by cut-off on gene expression (CO); *SVM_85:* 85 EMT-related genes selected by support vector machines classification (SVM); *PROF_58:* 58 EMT-related genes selected by expression profile analysis (PROF). **(b)** Heatmap representing the relative expression levels across erlotinib-sensitive and erlotinib-resistant NSCLC cell lines for 25 genes shared by all the EMT-related gene subsets represented in (a). Data are row-scaled and rendered on a blue (lower expression) to red (higher expression) scale. Bold gene labels highlight the genes validated by qPCR. **(c)** qPCR analysis of CTSL2, KLC3, SLPI, ST14, and STEAP1 mRNAs normalised to rp-L31 mRNA and expressed relative to their levels in parental (P) cell lines (mean ± SD). qPCR data are representative of three independent experiments. Asterisks indicate significant t-test p-values in the comparison of a given derived cell line with the corresponding parental cell line: ^*^ p < 0.05; ^**^ p < 0.01; ^***^ p < 0.001. Only significant p-values are shown. **(d)** Western blot analysis of STEAP1 and KLC3 in the indicated parental (P) and erlotinib-resistant cell lines.

### Functional enrichment analysis of selected EMT-related gene lists

Analysis of enriched functional annotations for the three subsets of EMT-related genes highlighted pathways associated to the EMT process, including cell adhesion molecules, tight junction, Cadherin and TGF β signaling pathway. Interestingly the TGF β pathway was found enriched in all three gene lists (Tables 5-7).

**Table 5:** Enriched pathways of EMT-related genes selected by the cut-off on gene expression method (CO_59 list)

Category	Term ID	Term	P-value	Count	Fold Enrichment
KEGG_PATHWAY	hsa04514	**Cell adhesion molecules (CAMs)**	1.6E-04	6	11
BIOCARTA	h_tgfbPathway	**TGF beta signaling pathway**	4.5E-03	3	25
KEGG_PATHWAY	hsa04670	Leukocyte transendothelial migration	1.2E-02	4	8
PANTHER_PATHWAY	P00004	Alzheimer disease-presenilin pathway	1.6E-02	4	7
PANTHER_PATHWAY	P00052	**TGF-beta signaling pathway**	2.3E-02	3	6
REACTOME_PATHWAY	REACT_13552	**Integrin cell surface interactions**	3.2E-02	3	10

**Table 6:** Enriched pathways of EMT-related genes selected by the SVM method (SVM_85 list)

Category	Term ID	Term	P-value	Count	Fold Enrichment
REACTOME_PATHWAY	REACT_604	Hemostasis	1.1E-04	8	6.1
KEGG_PATHWAY	hsa04670	Leukocyte transendothelial migration	1.5E-04	7	8.2
PANTHER_PATHWAY	P00004	Alzheimer disease-presenilin pathway	2.0E-04	7	7.2
KEGG_PATHWAY	hsa04514	**Cell adhesion molecules (CAMs)**	2.8E-04	7	7.3
KEGG_PATHWAY	hsa04530	**Tight junction**	2.3E-03	6	6.2
REACTOME_PATHWAY	REACT_578	Apoptosis	4.0E-03	5	6.9
BIOCARTA	h_tgfbPathway	**TGF beta signaling pathway**	9.5E-03	3	18.1
PANTHER_PATHWAY	P00012	**Cadherin signaling pathway**	2.1E-02	5	4.3
KEGG_PATHWAY	hsa04916	Melanogenesis	3.2E-02	4	5.6

**Table 7:** Enriched pathways of EMT-related genes selected by the expression profile analysis method (PROF_58 list)

Category	Term ID	Term	P-value	Count	Fold Enrichment
PANTHER_PATHWAY	P00052	**TGF-beta signaling pathway**	1.5E-03	6	6.2
PANTHER_PATHWAY	P00005	Angiogenesis	7.7E-03	6	4.3
KEGG_PATHWAY	hsa05210	Colorectal cancer	1.1E-02	4	8.3
KEGG_PATHWAY	hsa05217	Basal cell carcinoma	3.6E-02	3	9.6
PANTHER_PATHWAY	P00004	Alzheimer disease-presenilin pathway	4.1E-02	4	4.8
KEGG_PATHWAY	hsa04621	NOD-like receptor signaling pathway	4.5E-02	3	8.5

### Effect of TGF β and TGFR-1 inhibitor on EMT features and cell growth

Prompted by the functional enrichment analysis, we decided to further investigate the TGF β signaling pathway. Indeed, it has been previously reported that NSCLC cells undergo EMT phenotypic changes upon short exposure to TGF β [53] or long term treatment [54] and that TGF β ligand-induced activation of the TGF β pathway led to the development of resistance to erlotinib [54, 55]. Thus, we used immunofluorescence studies to evaluate the effect of TGF β1 and a TGFR-1 inhibitor (LY-364947), alone or in combination, on Vimentin expression, as a marker of the EMT phenotype. TGF β1 treatment strongly increases the number of Vimentin positive cells in the erlotinib-sensitive parental HCC827 cell line (3 fold increase) and to a less marked extent in its derived erlotinib-resistant cell lines (≤2 fold increase) (Figure 9a). The observed increase is prevented by treatments with LY-364947 in all cell lines, except for the RA1 (Figure 9a). Remarkably, the LY-364947 treatment alone induces a 30-40% reduction in the number of Vimentin-positive cells in the RB1, RB1.1 and RB2 cell lines while not changing the number of Vimentin-positive cells in the RA1 and RA2 cell lines (Figure 9b).

**Figure 9:**
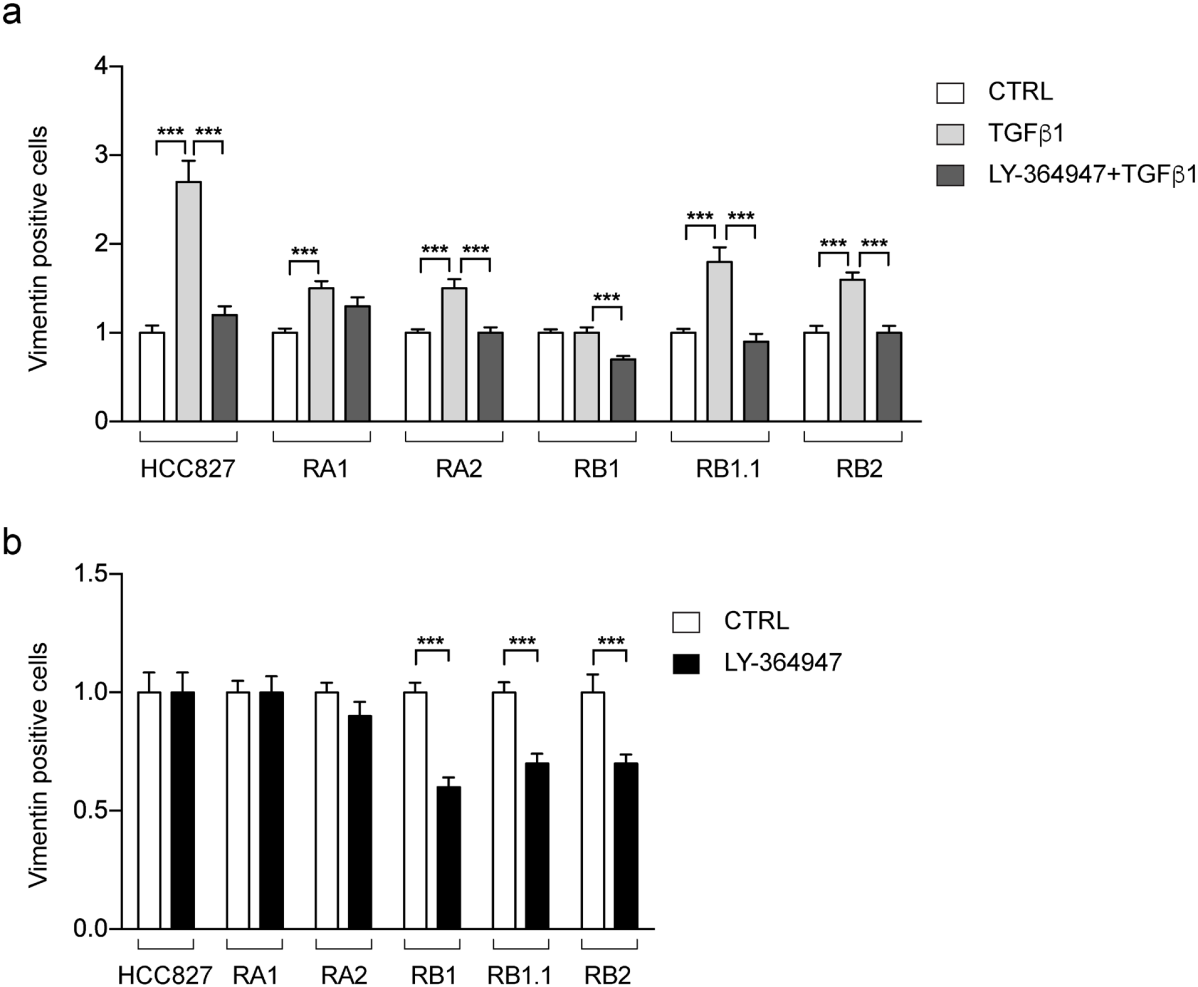
Vimentin positive cells in HCC827 erlotinib-sensitive and -resistant cell lines treated with TGF β1 and LY-364947 Bar charts represent the fold-changes (mean ± SEM) of Vimentin positive cells resulted by the comparison of cell lines treated with TGF β1 alone or in combination with LY-364947 **(a)** and LY-364947 **(b)** with samples treated only with vehicle (CTRL in a and b). Data were obtained by the analysis of 24-30 immunofluorescence images for each cell line with at least 150-200 cells/image with the exception of RC2.2 cell line in which the images contained approximately 100 cells/images. The data are resulting from at least three independent experiments. Asterisks indicate significant t-test p-values in the comparison of CTRL vs LY-364947, CTRL vs TGF β1, TGF β1 vs LY-364947+ TGF β1 are shown; ^***^ p < 0.001.

Finally, growth inhibition assays indicated that LY-364947, alone or in combination with erlotinib, does not impair the viability of HCC827-derived erlotinib-resistant cell lines (Supplementary Figure 6).

Overall these results suggest that the observed EMT stable phenotypes associated to erlotinib-resistance likely appear independent or only partially mediated by TGF β-1 activation.

## DISCUSSION

Increasing evidence points to a key role played by EMT in cancer progression and drug resistance. Here we concentrated our study on the intermediate E/M phenotypes and their association to target therapy resistance in NSCLC cell lines. As observed in both physiology and pathology, a cell population can be highly heterogeneous with respect to its EMT phenotype. Indeed, we consistently observed distinct subpopulations of cells representing the three phenotypes previously described as epithelial, mesenchymal and intermediate E/M in all HCC827-derived erlotinib-resistant cell lines. Notably, the HCC827-derived cell lines studied in this work include cell subpopulations co-expressing Cadherin-1 and Vimentin, common markers for epithelial and mesenchymal phenotypes, respectively. The percentage of E/M cells was remarkably stable within each cell line, suggesting the existence of regulatory networks that preserve the cell phenotypes. It is also interesting to note that these intermediate E/M phenotypes may be selected by erlotinib treatment because the number of E/M cells was found increased in the erlotinib-resistant cell lines derived from the HCC827 cell line. On the contrary, the only established HCC4006-derived erlotinib-resistant cell line (ie: RC2.2) was found to be in a complete and stable mesenchymal state, with essentially all cells negative for Cadherin-1 and positive for Vimentin. Interestingly, only the RA2 and RC2.2 cell lines showed an increase in cell migration and cell invasion rate, suggesting that a qualitative rather than a quantitative variation of cell migration and eventually invasion may deserve further investigation in the other erlotinib-resistant cell lines. Remarkably HER3 a receptor suggested to be a strong epithelial marker and regulator of EGFR TKI sensitivity [56], was found not expressed or constitutively inactivated only in the RA2 and RC2.2 erlotinib-resistant cell lines [30].

Interestingly the increased *in vitro* cell migration and cell invasion of the RA2 and RC2.2 erlotinib-resistant cell lines do not associate with increased stem-like features. On the contrary the majority of HCC827-derived erlotinib-resistant NSCLC cell lines, with intermediated E/M phenotypes, have similar or decreased cell migration and cell invasion rate when compared with their parental cell line but show an increased sphere-forming ability. Importantly, the mRNA expression profile of some largely used stemness markers could not predict such stem-like behavior (Supplementary Table 4).

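Of the 13 stemness markers of Supplementary Table 4, 12 were kept on the arrays, and NANOG was not well above background on both arrays of any line. By limma's moderated test, 1 of their 13 features was higher and 2 lower in RA1, 3 and 1 in RA2, 1 and 2 in RB1, 1 and 2 in RB1.1, 2 and 2 in RB2, and 2 and 5 in RC2.2. SOX2 was lower in every line. Its log2 fold change was -1.34 (adjusted p = 0.0085) in RA1, -2.83 (adjusted p = 1.5e-05) in RB1, -1.69 (adjusted p = 0.0013) in RB1.1 and -1.88 (adjusted p = 0.00013) in RC2.2, and it was at least 149-fold lower in RA2 and 114-fold lower in RB2, where it was not well above background. Without RA1 replicate 2 the log2 fold change of SOX2 in RA1 was -1.23, and the call was lost. CD24 fell by 3.03 on the log2 scale in RB2 (adjusted p = 6.6e-06) and by 2.30 in RB1 (adjusted p = 4.9e-05), and its change in RA2 was -0.66 (adjusted p = 0.11). ALDH1A1, measured well above background on 1 of the 2 HCC827 arrays, had log2 fold changes of 3.17 (adjusted p = 4.7e-06) in RA2 and 1.41 (adjusted p = 0.0048) in RA1. Leaving out RA1 replicate 2 removed the call in RA1, as did the processed signal, with a log2 fold change of ALDH1A1 in RA1 of 1.32 and 1.79. PECAM1 was not well above background in HCC827 and was at least 12.3-fold higher in RB1, 8.94-fold in RB1.1 and 5.27-fold in RB2. These bounds, and that of SOX2 in RB2, equal the computed folds and carry their noise. In RC2.2, EPCAM had a log2 fold change of -4.88 (adjusted p = 7.1e-09) and CXCR4 of 2.92 (adjusted p = 8.9e-07).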

Intriguingly, while all erlotinib-resistant cells lines express higher levels of ZEB1 compared to their parental cell lines, only the RC2.2 cell line shows downregulation of miR-200a, miR-200b and miR-200c. Moreover, only the RC2.2 cell line expresses low mRNA levels of *OVOL 1, OVOL 2* and *Grainyhead-like 2 (GRHL2)* genes (Supplementary Table 2). 

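OVOL1 (NM_004561, probe on chromosome 11 of hg19 from 65564519 to 65564578) was at 9.90 ± 0.03 (log2, SD, n = 2) in HCC4006 and was not well above background in RC2.2, where it was at least 56.7-fold lower. In the HCC827-derived lines its log2 fold change was between -0.34 and 0.35, and no adjusted p was under 0.05. OVOL2 (NM_021220, chromosome 20, 18005019 to 18005078) went from 11.95 ± 0.10 (SD, n = 2) in HCC4006 to 4.62 ± 0.05 (SD, n = 2) in RC2.2, where 1 of the 2 arrays was well above background, a log2 fold change of -7.33 (standard error 0.17, limma adjusted p = 2e-11). Smaller decreases of OVOL2 passed the test in RA1 (-0.89, adjusted p = 0.0077), RB1 (-0.87, adjusted p = 0.0056), RB2 (-0.89, adjusted p = 0.0060) and RB1.1 (-0.65, adjusted p = 0.041), and in RA2 it changed by -0.16 (adjusted p = 0.58). None of the calls in RA1, RB1, RB1.1 and RB2 passed with the processed signal, nor with limma fitted to the 4 arrays of each comparison alone, and leaving out 1 array of the line itself removed each of them: the log2 fold change of OVOL2 in RA1 was then -0.85, the log2 fold change of OVOL2 in RB1 was -0.76, and the log2 fold change of OVOL2 in RB2 was -0.82. With RB1.1 replicate 1 or 2 left out, the log2 fold change of OVOL2 in RB1.1 was -0.73 or -0.56, and each of the 16 arrays, when left out, removed that call. GRHL2 (NM_024915, chromosome 8, 102678918 to 102678977) was at 8.71 ± 0.20 (SD, n = 2) in HCC4006 and 4.81 ± 0.06 (SD, n = 2) in RC2.2, a log2 fold change of -3.91 (standard error 0.19, limma adjusted p = 9.1e-09). In the HCC827-derived lines GRHL2 changed by -0.24 to 0.37, and no adjusted p was under 0.05.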

Importantly these genes have been previously associated to the regulation of intermediate EMT phenotypes, multi-step transition between epithelial and mesenchymal states, and positive miR-200 family regulation [15, 57–60].

Furthermore, wound healing cell migration assays demonstrated a collective cell migration (reviewed in [61]) property of the HCC827-derived cell lines. The remarkable localization of Vimentin and Cadherin-1 double positive cells as well as epithelial Vimentin negative cells at the leading edge together with their collective migration highlighted the potentially dangerous contribution of E/M cell subsets in metastasis. A propensity for these E/M cell subpopulations to cluster with epithelial cells was also observed. Gene expression analysis of single epithelial, or hybrid E/M CTC clusters, could provide valuable information about their possible different functional properties.

Next, we used our NSCLC cell lines microarray data to evaluate the expression of publicly available EMT-related gene signatures and applied different supervised analytical methods for selecting novel gene sets able to partition our cancer cell lines according to their observed EMT phenotypes. Notably, despite the heterogeneous composition, all the selected gene sets showed significant enrichment of the TGF β signaling pathway, confirming the relevance of this pathway with respect to the EMT phenotypes [53–55].

Finally we investigated the effect of the modulation of the TGF β1 signaling pathway on cell survival and EMT phenotypes. We observed that the inhibition of TGFR-1, alone or in combination with EGFR inhibition, did not affect NSCLC cell lines survival, but it was able to partially decrease the number of Vimentin positive cells in some HCC827-derived erlotinib-resistant cell lines. Further investigation of the TGF β1 and of other enriched signaling pathways (i.e. the Wnt pathways) will be required to understand their contribution to the erlotinib resistance and the intermediate E/M phenotypes in our cellular model system.

Overall these results confirmed cellular heterogeneity during EMT in cancer cell lines upon drug treatment. Importantly, our findings highlighted the association an intermediate E/M phenotypes to resistance to EGFR TKI in NSCLC cell lines. Treatment of NSCLC patients sensitive or resistant to EGFR inhibitors should attempt to impact not only oncogene-driven cancer cell growth but also the EMT phenotype in early NSCLC development stages.

## MATERIALS AND METHODS

### Cells, antibodies, and reagents

The human cell lines: HCC827 (ATCC CRL-2868) and HCC4006 (ATCC CRL-2871), kindly provided by Oreste Segatto, and the erlotinib-resistant cell lines (RA1, RA2, RB1, RB1.1, RB2 and RC2.2), previously described [30] were cultured in RPMI 1640 medium (BioWhittaker, Lonza, USA) supplemented with 10 mM Hepes pH 6.98-7.30, 1 mM L-glutamine, 100 U/ml penicillin/streptomycin (BioWittaker, Lonza) and heat inactivated 10% fetal bovine serum (FBS) (Sigma-Aldrich). All cells were cultured at 37°C in a 5% CO_2_ humidified incubator. For the treatment with human transforming growth factor beta-1 (TGF β-1) (Sigma-Aldrich) (2.5 ng/ml) and LY-364947 (Sigma-Aldrich), a TGF β receptor type-1 (TGFR-1) inhibitor (1 μM), cells were cultured in Opti-MEM reduced serum media (Thermo Fisher Scientific) for 48 hours. For the sphere assays the cells were cultured in DMEM/F12 (Gibco, Grand Island, NY, USA) supplemented with commercial hormone mix B27 (Gibco), EGF (20 ng/mL; Gibco), FGF (20 ng/mL), purchased from ThermoFisher Scientific, and heparin (10U/mL) (Sigma-Aldrich). The primary antibodies used Vimentin (D21H3), E-cadherin (24E10), N-cadherin (D4R1H), Claudin-1 (D5H1D), Snail (C15D3), Slug (C19G7), ZEB1 (also known as TCF8, D80D3), GAPDH (D16H11) were from Cell Signaling Technology; Vimentin (V9 and V9Cy3), α-Tubulin (DM1A), β-actin (AC15) and horseradish peroxidase (HRP)-β-actin (AC15) were purchased from Sigma-Aldrich; GAPDH (clone 1D4) was obtained from Novus Biologicals; Phalloidin Alexa Fluor-488 and E-cadherin (HECD-1) were from Thermo Fisher Scientific; N-Cadherin (32/N-Cadherin), E-cadherin (CD324)-Alexa Fluor-647, Vimentin Alexa Fluor-488 and isotype control antibodies: Alexa Fluor-647 Mouse IgG1k (Clone MOPC-21), Alexa Fluor-488 Mouse IgG1k (Clone MOPC-21) were from BD Biosciences; STEAP (B-4) and KLC3 (E-7) were from Santa Cruz Biotechnology. Secondary antibodies goat anti-rabbit IgG (H+L)-HRP and goat anti-mouse IgG (H+L)-HRP were purchased from Bio-Rad; goat anti-mouse Alexa Fluor-488 and 546 and Hoechst 33258 were obtained from Thermo Fisher Scientific. Erlotinib hydrochloride salt, an EGFR tyrosine kinase inhibitor, was from LC Laboratories, USA; Corning matrigel basement membrane matrix growth factor reduced was from BD Biosciences. Stock solutions (10 mM) for all inhibitors were prepared in DMSO and stored at -20°C or -80°C as suggested by the product datasheet. MTT, 3-(4,5-methylthiazol-2-yl)-2,5-diphenyltetrazolium bromide and bovine serum albumin were from Sigma-Aldrich. MTT stock solution (5 mg/mL in H_2_O, sterilized by filtration) was stored at 4°C for 1 month.

Power SYBR Green PCR master mix was from Applied Biosystems. Trizol reagent was from Life Technologies, the GoScript reverse transcription system kit was from Promega.

### Cell growth inhibition MTT assay

MTT assay was performed as previously described [30]. Briefly cells (1-2 x10^4^ cells/well) plated in 96-well plates at day 0 were treated at day 1 with increasing concentrations of erlotinib or LY-364947 (from 64 pM to 10 μM) or their combination in the ratio (1:3) in complete tissue culture medium and cultured for 72 hours at 37°C in 5% CO_2_. Next, cells were gently washed with 1x PBS, incubated for 4 hours with MTT and processed for color detection with DMSO. The resulting purple solution was spectrophotometrically measured at 570 nm and 630 nm [62, 63].

### Wound healing assay

The HCC827 and HCC4006 parental cell lines and the erlotinib-resistant derived cell lines were plated onto 35 mm plastic petri dishes and grown until confluence. A cell-free area was introduced in a monolayer of cells using a sterile yellow tip (time *t*_*0*_) and then cells were allowed to migrate from the edge of the scratch at 37°C/5% CO_2_. The monolayer was imaged at different time points to record the size of the wound closure at 5-24 (time *t*) hours with an Olympus BX41 microscope using a 4-10x lens and 8-10 images were recorded with an Olympus SP-350 camera. The area of wound coverage was calculated using the ImageJ software [64]. The degree of cell migration was expressed as the percentage of relative wound closure calculated as:

$$\frac{Area\;t_{0}-Area\;t}{Area\;t_{0}}*100$$

For immunofluorescence and confocal microscopy analysis the cells were also subjected to wound healing assay with the μ-Dish^35mm^ with Culture Insert (Ibidi) and an equal number of cells (0.5-1 × 10^5^) in 70 μl of culture medium was seeded into the two reservoirs of the same insert and incubated at 37°C/5% CO_2_. After appropriate cell attachment (24 h) the culture insert was gently removed using sterile tweezers, and a 500 μm wide cell-free gap (wound) was generated. The dish was then filled with 2 mL of FBS containing medium and incubated for 8-16 hours. Then cells were processed for immunofluorescence and confocal microscopy analysis.

### Transwell migration assay

Assays were performed using a transwell (Corning Costar, Rochester, NY, USA) containing a polycarbonate membrane filter (8μm pore size) for 24-well plates according to the manufacturer’s instructions. HCC827 and RA2 (1x10^5^), HCC4006 (2.5x10^4^) or RC2.2 (2.5x10^4^) were seeded onto the upper surface of a filter with a volume of 100 μl RPMI 1640 medium containing 0.5% BSA and placed into the lower wells containing 600 μl of complete medium with 10% FBS or 0.1% BSA (negative control) to induce cell migration. The migration transwell chambers were incubated for 16h at 37°C in a humidified atmosphere containing 5% CO2. Following incubation, cells were fixed in 3.7% PFA for 10 min at room temperature, stained with 0.1% crystal violet (20% methanol solution) for 10 min, then washed 3 times with PBS. Next, the cells on the upper side of the membrane were removed by cotton swabs, and the crystal violet staining on the bottom surface of the membrane was eluted in 10% acetic acid and read at an optical density of 590 nm with a Varioskan Lux instrument.

### Transwell invasion assay

Matrigel invasion assays using transwell chambers (Corning Costar, Rochester, NY, USA) containing a polycarbonate membrane filter (8μm pore size) for 24-well plates coated with matrigel was used to determine NSCLC cell invasion properties. In brief, 1 mg/ml matrigel (50 μl) was added to each insert and solidified in a 37°C incubator for 5 h to form a thin gel layer. Next, 24 h serum-starved cells (3×10^5^/w) in RPMI 1640 containing 0.5% BSA were seeded in the upper chamber, and 500 μl RPMI 1640 containing 10% FBS was added to the lower chamber. After 24 h incubation at 37°C in a 5% CO_2_ atmosphere, cells that remained in the upper chamber were removed by cotton swabs and penetrating cells were stained with 1% crystal violet in 20% methanol. Then, the membranes were rinsed several times with water and images were recorded using a stereomicroscope Leica MZ12 served by an Olympus SP-350 camera. Next images were processed with the Image software in order to calculate the area of the membrane filter occupied by invasive cells.

### Sphere forming assay

The assay was performed essentially as previously described [65]. Briefly single-cell suspension cultures were prepared at densities of 5x10^3^ cells per well in serum-free medium DMEM/F12 supplemented with B27 supplement, EGF (20 ng/mL), FGF (20 ng/mL), and heparin (10 U/mL), and seeded into 6-well ultra- low attachment plates (Corning, Corning, NY, USA). Culture medium was replaced every 3 days; the number and size of the spheroids were recorded at 6-7 days after the start of the culture period using a stereomicroscope Leica MZ12 served by an Olympus SP-350 camera. The number of spheroids exceeding a diameter of 50 μm and their surface area were evaluated by the ImageJ software [64].

### Determination of IC_50_ value and regression trendline

Data were analysed by GraphPad Prism software v6.0c. The optical density values of cells treated with drugs, obtained by MTT assay reading, were expressed as percentage of cell survival and normalized with the value of cells treated with vehicle (DMSO). The regression trendline were fitted using a non-linear regression method and IC_50_ values were determined using a sigmoidal dose response inhibition variable slope method. The synergy of erlotinib and LY-364947 was evaluated by the Chou-Talalay method [66] using CompuSyn software [67] as previously described [30].

### Immunofluorescence and confocal microscopy analysis

HCC827 parental and erlotinib-resistant cells, grown on poly-L-lysine coated coverslips or on 35 mm tissue culture plates or on the Ibidi culture dish and HCC4006 and RC2.2 cells, on 35 mm tissue culture plates, were fixed with 3.7% PFA for 10 minutes at room temperature. Next cells were permeabilized (1x PBS, 0.1% Triton X100) for 6 minutes at room temperature, treated with blocking solution (1x PBS, 1% BSA) and stained with primary antibodies in blocking solution, for 1 hour, washed with 1x PBS for 10 times and stained with fluorochrome-labeled secondary antibodies for 45 min at room temperature and Hoechst 33258 for 5 min. HCC827 samples were analysed with laser scanning confocal microscope, TCS SP5 (Leica Microsystems, Mannheim) using a 63x (NA=1.4) or 40x (NA=1.25) oil-immersion lens with optical pinhole at 1AU. For fluorescence images Argon ion laser at 488 nm, HeNe ion laser at 543 nm and blue diode laser at 405 nm were used as excitation sources. Confocal Z-stacks were collected at 0.4 μm intervals to a total optical depth of 8-12 μm. Confocal images (at least 10 images for each sample in three independent experiments) were processed with Volocity (Improvision, Perkin Elmer) and Adobe Photoshop CS4 software for image rendering and representation of x/y view. Images for direct comparison were all collected under same parameters and representative images were chosen. HCC4006 and RC2.2 cells, stained in tissue culture plates, were analyzed with an Olympus AX70 fluorescence microscope using a 20x or 40x lens and images were recorded with an Olympus XM10 camera and processed using Olympus CellSens Standard 1.8.1 software. The following setting were used for fluorescence microscopy images acquisition: exposure time at 500 ms, gain at 4 dB, and thresholds of the fluorescence intensity on dynamic range in order to include the overall histogram area. Next, the immunoreactivity for Vimentin, was independently evaluated by two investigators and Vimentin positive cells were independently counted. When discrepancies in counting occurred, a consensus interpretation was reached after reexamination. All cell counts were carried out using the ImageJ software [64]. All image panels presented were assembled using Adobe Illustrator CS4 (14.0.0)

### Flow cytometry analysis

Adherent cells were detached from tissue cell culture plates by treatment with a cell dissociation buffer enzyme-free PBS (Thermo Fisher) at 37°C. Cells were collected in 15 ml tubes, washed with ice-cold RPMI 1640 medium supplemented with 10% FBS and centrifuged at 400g for 5 min at 4°C. Next cell pellets were first washed with ice-cold PBS supplemented with 1% FBS to block unspecific antibody binding and fixed with PFA (3.7%) for 15 min on ice. After a wash with ice-cold PBS supplemented with 1% FBS, cells were permeabilized with 0.1% Triton X-100 in PBS for 15 min at room temperature and washed with PBS+1%FBS. Then 0.5-1x10^6^ cells were stained in 5ml round bottom tubes (BD Falcon) with Alexa Fluor-conjugated antibodies for 45 min at room temperature. Cells were then washed twice with PBS+1% FBS. Finally samples were analyzed using a BD FACS Calibur flow cytometer (Becton Dickinson). Unspecific background of individual channels was determined with isotype matched controls. Plots were generated using FlowJo v10.2 software.

### Western blot analysis

Cells were lysed in ice-cold RIPA buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1% NP40, 0.25% sodium deoxycholate, 1 mM EDTA) containing a combination of protease and phosphatase inhibitor cocktails or in SDS Laemmli sample buffer. Cell lysates (RIPA buffer) were quantified for proteins content with the Bio-Rad DC Protein Assay kit. Proteins (25-50 μg) were then separated by 8-12% SDS-PAGE and transferred to nitrocellulose membranes 0.45 μm (GE Healthcare Life Sciences). The membranes were blocked with 5% non-fat milk (EuroClone) or 2% BSA (Sigma-Aldrich) in 1x TBS pH 7.6-8.0 containing 0.1 or 0.2% Tween 20 (TBST) for 2 hour at room temperature (RT) and subsequently probed with primary antibodies in 5% non-fat milk or 2-5% BSA in TBST overnight at 4°C. Then membranes were washed 10 minutes for 3 times with TBST and probed with horseradish peroxidase-conjugated secondary antibodies in 5% non-fat milk in TBST for 1 hour at RT. Chemidoc XRS Bio-Rad was used for images acquisition with a chemi-luminescent camera, band signals were quantified using ImageLab 4.0 Bio-Rad software.

### RNA analysis

For mRNA analysis, total RNA was extracted using the TRIzol (Life Techologies) reagent and retro-transcribed with the GoScript Reverse Transcription System (Promega) using oligo (dT) and random primers. qPCR analysis was performed with specific primers (Table 8) and analyzed as previously described [30]. qPCR analysis was performed using a 7500 Fast Real-Time PCR System (Applied Biosystems). *Ribosomal protein L31* (*rp-L31*) was used as a reference gene to normalize quantitation of target genes for differences in the amount of total RNA in each sample.

**Table 8:** qPCR primers

qPCR Primers	Sequence 5’ > 3’
hVIM F	ACACCCTGCAATCTTTCAGACA
hVIM R	GATTCCACTTTGCGTTCAAGGT
hCDH1 F	ATTCTGATTCTGCTGCTCTTG
hCDH1 R	AGTCCTGGTCCTCTTCTC
hZEB1 F	GATGATGAATGCGAGTCAGATGC
hZEB1 R	CTGGTCCTCTTCAGGTGCC
hSNAI1 F	GCGAGCTGCAGGACTCTAAT
hSNAI1 R	GGACAGAGTCCCAGATGAGC
hSNAI 2 F	CTGGGCTGGCCAAACATAAG
hSNAI2 R	CCTTGTCACAGTATTTACAGCTGAAAG
hCLDN1 F	TGCGATATTTCTTCTTGCAGGT
hCLDN1 R	TTCGTACCTGGCATTGACTGG
hCDH2 F	GTGCATGAAGGACAGCCTCT
hCDH2 R	CCACCTTAAAATCTGCAGGC
hSTEAP1 F	TACTGGGCACAATACACGCA
hSTEAP1 R	TCCTCAAGCATGGCAGGAAT
hCTSL2 F	ACTGCAGCAGCAAAAACCTG
hCTSL2 R	ACCCCAGCTGTTTTTGACGA
hSLPI F	ACCCCAAACCCAACAAGGAG
hSLPI R	ACGCAGGATTTCCCACACAT
hKCL3 F	CGAGGAAGTGAGAAGCTGGT
hKCL3 R	CAGGAGCCCTTGGAGCATC
hST14 F	CAACCAGCATGTGAAGGTGC
hST14 R	CCGCAGTATTTCTCCCCGTT
hRPL31 F	CATCCATGGAGTGGGCTTCA
hRPL31 R	AGCTTTGTTGAGCCTGGTGT

microRNA levels were analyzed from total RNA using the following TaqMan MicroRNA Assays: miR-200a ID:000502, miR-200b ID:002251, miR-200c ID:002300 and RNU24 ID:001001(Applied Biosystems, Thermo Scientific). Relative expression was calculated using the comparative Ct method. The small nucleolar RNA U24 (RNU24) was used as a reference gene.

Both for mRNA and microRNA analysis, total RNA of HCC827 and HCC4006 parental cell lines were used as calibrator samples, relative to which differences in the RNA amount of resistant cell lines have been calculated. The data were analyzed using SDS (Ver. 1.4) software (Applied Biosystems).

### Microarray data description and analysis

For microarray gene expression analysis, total RNA was isolated using a total RNA purification kit (Norgen Biotek, Thorold, ON, Canada). RNA quantity was determined by absorbance at 260 nm using a NanoDrop ND-1000 UV-VIS spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA). RNA quality was assessed with Agilent Bioanalyzer RNA 6000 Nano kit; 200 ng of RNA were labeled with LowInput QuickAmp Labeling Kit One-Color (Agilent Technologies), purified and hybridized overnight onto an Agilent SurePrint G3 Human Gene Expression Array (8x60K v2 G4851B - 039494) before detection, according to the manufacturer’s instructions. Agilent DNA Microarray scanner was used for slide acquisition and spot analysis was performed with Feature Extraction software (Agilent Technologies).

Microarray raw data, provided by the European Brain Research Institute (EBRI, Rome) were background corrected, log2 transformed and quantile normalised by using *limma* package [68]. A total of 42,898 probes (27,841 unique official gene symbol identifiers) were selected after filtering out control and low intensity probes. Probes that map on the same gene were summarized into one averaged expression value.

The whole Agilent microarray dataset used in this study is publicly available from the NCBI's Gene Expression Omnibus (GEO) database [69] under accession number GSE80344 at the following URL: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE80344.

PCA of cell lines was performed using gene expression values as variables that were scaled to have unit variance before the analysis took place. Unsupervised hierarchical clustering was performed using the complete linkage method and Euclidean distances applied to the normalized expression data matrix (log scale).

### Differential expression analysis between erlotinib-resistant and -sensitive cell lines

The expression values of biological sample duplicates were averaged and mean expression differences were calculated as positive and negative fold-changes of gene abundance between erlotinib-resistant and -sensitive cell lines. We used -1 and 1 log fold-change cutoffs in order to select genes with relevant down- and up-regulation, respectively. Recurrence in gene expression modulation of erlotinib-resistant cell lines were evaluated by selecting genes with down- or up-regulation in at least five of the six derived vs parental cell lines comparisons. The recurrent differentially expressed genes were ranked according their log fold-change mean in the 5/6 erlotinib-resistant cell lines.

### Selection of EMT-related genes differentially expressed in NSCLC cell lines

Five gene lists previously associated to EMT (Byers et al., 2013 [38]; Gröger et al., 2012 [39]; Huang et al., 2013 [15]; PAHS-090 [40]; R&D System [41]) (Table 4) were pooled together (335 EMT-related genes). Our microarray data set includes 270/335 genes (hereafter the COMBO_270 list) that were further investigated by three different methods: (i.) cut-off on gene expression (CO); (ii.) support vector machine (SVM); (iii.) expression profile analysis (PROF).

Cut-off on gene expression (CO). This method selects genes differentially expressed between epithelial and mesenchymal cell lines (fold-change ≥ 2) and with no modulation between the subset of epithelial cell lines (fold-change within epithelial cell lines lower than 1.5). This method selected a list of 59 genes (hereafter, the CO_59 list).

Support Vector Machines classification (SVM). A supervised classification of cell lines was performed by using the SVM implemented by the Weka software [70]. Based on this classifier, each gene from the COMBO_270 list was assigned a separation hyperplane coefficient for the following three pairwise problems: epithelial vs E/M, E/M vs mesenchymal, and epithelial vs mesenchymal. Genes with all three coefficients greater than 0.01 were selected (hereafter, the SVM_85 list).

Expression profile analysis (PROF). A hierarchical clustering was firstly performed to group genes of the COMBO_270 list according to their expression profiles. The resulting cluster dendrogram was cut at N=38 clusters and expression trends of each cluster separately evaluated. Next, genes populating clusters showing modulation between epithelial and mesenchymal cell lines and/or between E/M phenotype cell lines and both epithelial and mesenchymal cell lines were selected (hereafter the PROF_58 list).

Finally, intersection of the above subsets of selected genes yielded a shared list of 25 genes related to EMT (hereafter INT_25 list).

### Functional enrichment analysis of gene sets

Differentially expressed genes between erlotinib-resistant and -sensitive cell lines and EMT-related gene sets were submitted to the DAVID tool suite [71] to analyze functional enrichment in selected pathways by testing annotation terms provided by different sources, such as KEGG (Kyoto Encyclopedia of Genes and Genomes), PANTHER, BioCarta, Reactome and BBID (Biological Biochemical Image Database). Annotation terms with p-value < 0.05 were considered relevant. As regarding the selected EMT-related gene lists (i.e. CO_59, SVM_85 and PROF_58) gene sets, the annotation relevant terms had p-value lower than 0.05 and fold-enrichment higher than the ones of COMBO_270 gene list.

### Statistical analysis

Statistical analysis was performed using Microsoft Excel and GraphPad Prism software 6.0c. Two-tailed t-test was used for all indicated comparisons if not otherwise stated and p-values lower than 0.05 were considered significant. In particular, the effects of treatment with LY-364947, TGF β1 and their combination were evaluated by analyzing the fold-changes of Vimentin positive cells in vehicle (control) vs LY-364947, vehicle vs TGF β1, and TGF β1 vs LY-364947+ TGF β1 comparisons. In the wound healing assay, differences between leading edge and inner side were evaluated by comparing the counts of total Vimentin positive, Vimentin/Cadherin-1 double positive, and Vimentin positive/Cadherin-1 negative cells. In qPCR experiments resistant cell lines were compared with their corresponding parental cell lines. Statistical analysis of the invasion and sphere-forming assays data was performed using the non-parametric Mann-Whitney U test.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## References

[1] Nieto MA (2013). Epithelial plasticity: a common theme in embryonic and cancer cells. Science.

[2] Thiery JP, Acloque H, Huang RY, Nieto MA (2009). Epithelial-mesenchymal transitions in development and disease. Cell.

[3] Lamouille S, Xu J, Derynck R (2014). Molecular mechanisms of epithelial-mesenchymal transition. Nat Rev Mol Cell Biol.

[4] Christiansen JJ, Rajasekaran AK (2006). Reassessing epithelial to mesenchymal transition as a prerequisite for carcinoma invasion and metastasis. Cancer Res.

[5] Mani SA, Guo W, Liao MJ, Eaton EN, Ayyanan A, Zhou AY, Brooks M, Reinhard F, Zhang CC, Shipitsin M, Campbell LL, Polyak K, Brisken C (2008). The epithelial-mesenchymal transition generates cells with properties of stem cells. Cell.

[6] Nakaya Y, Sheng G (2013). EMT in developmental morphogenesis. Cancer Lett.

[7] Fischer KR, Durrans A, Lee S, Sheng J, Li F, Wong ST, Choi H, El Rayes T, Ryu S, Troeger J, Schwabe RF, Vahdat LT, Altorki NK (2015). Epithelial-to-mesenchymal transition is not required for lung metastasis but contributes to chemoresistance. Nature.

[8] Zheng X, Carstens JL, Kim J, Scheible M, Kaye J, Sugimoto H, Wu CC, LeBleu VS, Kalluri R (2015). Epithelial-to-mesenchymal transition is dispensable for metastasis but induces chemoresistance in pancreatic cancer. Nature.

[9] De Craene B, Berx G (2013). Regulatory networks defining EMT during cancer initiation and progression. Nat Rev Cancer.

[10] Thiery JP, Sleeman JP (2006). Complex networks orchestrate epithelial-mesenchymal transitions. Nat Rev Mol Cell Biol.

[11] Tam WL, Weinberg RA (2013). The epigenetics of epithelial-mesenchymal plasticity in cancer. Nat Med.

[12] Sciacovelli M, Goncalves E, Johnson TI, Zecchini VR, da Costa AS, Gaude E, Drubbel AV, Theobald SJ, Abbo SR, Tran MG, Rajeeve V, Cardaci S, Foster S (2016). Fumarate is an epigenetic modifier that elicits epithelial-to-mesenchymal transition. Nature.

[13] Yu M, Bardia A, Wittner BS, Stott SL, Smas ME, Ting DT, Isakoff SJ, Ciciliano JC, Wells MN, Shah AM, Concannon KF, Donaldson MC, Sequist LV (2013). Circulating breast tumor cells exhibit dynamic changes in epithelial and mesenchymal composition. Science.

[14] Schliekelman MJ, Taguchi A, Zhu J, Dai X, Rodriguez J, Celiktas M, Zhang Q, Chin A, Wong CH, Wang H, McFerrin L, Selamat SA, Yang C (2015). Molecular portraits of epithelial, mesenchymal, and hybrid States in lung adenocarcinoma and their relevance to survival. Cancer Res.

[15] Huang RY, Wong MK, Tan TZ, Kuay KT, Ng AH, Chung VY, Chu YS, Matsumura N, Lai HC, Lee YF, Sim WJ, Chai C, Pietschmann E (2013). An EMT spectrum defines an anoikis-resistant and spheroidogenic intermediate mesenchymal state that is sensitive to e-cadherin restoration by a src-kinase inhibitor, saracatinib (AZD0530). Cell Death Dis.

[16] Sampson VB, David JM, Puig I, Patil PU, de Herreros AG, Thomas GV, Rajasekaran AK (2014). Wilms' tumor protein induces an epithelial-mesenchymal hybrid differentiation state in clear cell renal cell carcinoma. PLoS One.

[17] Revenu C, Gilmour D (2009). EMT 2.0: shaping epithelia through collective migration. Curr Opin Genet Dev.

[18] Jolly MK, Boareto M, Huang B, Jia D, Lu M, Ben-Jacob E, Onuchic JN, Levine H (2015). Implications of the hybrid epithelial/mesenchymal phenotype in metastasis. Front Oncol.

[19] Cheung KJ, Ewald AJ (2016). A collective route to metastasis: Seeding by tumor cell clusters. Science.

[20] Ferlay J, Soerjomataram I, Dikshit R, Eser S, Mathers C, Rebelo M, Parkin DM, Forman D, Bray F (2015). Cancer incidence and mortality worldwide: sources, methods and major patterns in GLOBOCAN 2012. Int J Cancer.

[21] Ding L, Getz G, Wheeler DA, Mardis ER, McLellan MD, Cibulskis K, Sougnez C, Greulich H, Muzny DM, Morgan MB, Fulton L, Fulton RS, Zhang Q (2008). Somatic mutations affect key pathways in lung adenocarcinoma. Nature.

[22] Imielinski M, Berger AH, Hammerman PS, Hernandez B, Pugh TJ, Hodis E, Cho J, Suh J, Capelletti M, Sivachenko A, Sougnez C, Auclair D, Lawrence MS (2012). Mapping the hallmarks of lung adenocarcinoma with massively parallel sequencing. Cell.

[23] Govindan R, Ding L, Griffith M, Subramanian J, Dees ND, Kanchi KL, Maher CA, Fulton R, Fulton L, Wallis J, Chen K, Walker J, McDonald S (2012). Genomic landscape of non-small cell lung cancer in smokers and never-smokers. Cell.

[24] Camidge DR, Pao W, Sequist LV (2014). Acquired resistance to TKIs in solid tumours: learning from lung cancer. Nat Rev Clin Oncol.

[25] Pao W, Chmielecki J (2010). Rational, biologically based treatment of EGFR-mutant non-small-cell lung cancer. Nat Rev Cancer.

[26] Neel DS, Bivona TG (2013). Secrets of drug resistance in NSCLC exposed by new molecular definition of EMT. Clin Cancer Res.

[27] Shien K, Toyooka S, Yamamoto H, Soh J, Jida M, Thu KL, Hashida S, Maki Y, Ichihara E, Asano H, Tsukuda K, Takigawa N, Kiura K (2013). Acquired resistance to EGFR inhibitors is associated with a manifestation of stem cell-like properties in cancer cells. Cancer Res.

[28] Thomson S, Buck E, Petti F, Griffin G, Brown E, Ramnarine N, Iwata KK, Gibson N, Haley JD (2005). Epithelial to mesenchymal transition is a determinant of sensitivity of non-small-cell lung carcinoma cell lines and xenografts to epidermal growth factor receptor inhibition. Cancer Res.

[29] Sequist LV, Waltman BA, Dias-Santagata D, Digumarthy S, Turke AB, Fidias P, Bergethon K, Shaw AT, Gettinger S, Cosper AK, Akhavanfard S, Heist RS, Temel J (2011). Genotypic and histological evolution of lung cancers acquiring resistance to EGFR inhibitors. Sci Transl Med.

[30] Presutti D, Santini S, Cardinali B, Papoff G, Lalli C, Samperna S, Fustaino V, Giannini G, Ruberti G (2015). MET gene amplification and MET receptor activation are not sufficient to predict efficacy of combined MET and EGFR inhibitors in EGFR TKI-resistant NSCLC cells. PLoS One.

[31] Yoshida T, Song L, Bai Y, Kinose F, Li J, Ohaegbulam KC, Munoz-Antonia T, Qu X, Eschrich S, Uramoto H, Tanaka F, Nasarre P, Gemmill RM (2016). ZEB1 mediates acquired resistance to the epidermal growth factor receptor-tyrosine kinase inhibitors in non-small cell lung cancer. PLoS One.

[32] Peinado H, Olmeda D, Cano A (2007). Snail, Zeb and bHLH factors in tumour progression: an alliance against the epithelial phenotype?. Nat Rev Cancer.

[33] Gregory PA, Bert AG, Paterson EL, Barry SC, Tsykin A, Farshid G, Vadas MA, Khew-Goodall Y, Goodall GJ (2008). The miR-200 family and miR-205 regulate epithelial to mesenchymal transition by targeting ZEB1 and SIP1. Nat Cell Biol.

[34] Park SM, Gaur AB, Lengyel E, Peter ME (2008). The miR-200 family determines the epithelial phenotype of cancer cells by targeting the E-cadherin repressors ZEB1 and ZEB2. Genes Dev.

[35] Brabletz S, Brabletz T (2010). The ZEB/miR-200 feedback loop - a motor of cellular plasticity in development and cancer?. EMBO Rep.

[36] Scarpa E, Mayor R (2016). Collective cell migration in development. J Cell Biol.

[37] Theveneau E, Mayor R (2013). Collective cell migration of epithelial and mesenchymal cells. Cell Mol Life Sci.

[38] Byers LA, Diao L, Wang J, Saintigny P, Girard L, Peyton M, Shen L, Fan Y, Giri U, Tumula PK, Nilsson MB, Gudikote J, Tran H (2013). An epithelial-mesenchymal transition gene signature predicts resistance to EGFR and PI3K inhibitors and identifies Axl as a therapeutic target for overcoming EGFR inhibitor resistance. Clin Cancer Res.

[39] Groger CJ, Grubinger M, Waldhor T, Vierlinger K, Mikulits W (2012). Meta-analysis of gene expression signatures defining the epithelial to mesenchymal transition during cancer progression. PLoS One.

[40] Qiagen (2012). https://www.sabiosciences.com/rt_pcr_product/HTML/PAHS-090A.html.

[41] R&D Systems (2014). https://www.rndsystems.com/research-area/epithelial-to-mesenchymal-transition.

[42] Wong CH, Wu Z, Yu Q (2014). CTSL2 is a pro-apoptotic target of E2F1 and a modulator of histone deacetylase inhibitor and DNA damage-induced apoptosis. Oncogene.

[43] Santamaria I, Velasco G, Cazorla M, Fueyo A, Campo E, Lopez-Otin C (1998). Cathepsin L2, a novel human cysteine proteinase produced by breast and colorectal carcinomas. Cancer Res.

[44] Ameshima S, Ishizaki T, Demura Y, Imamura Y, Miyamori I, Mitsuhashi H (2000). Increased secretory leukoprotease inhibitor in patients with nonsmall cell lung carcinoma. Cancer.

[45] Barker SD, Coolidge CJ, Kanerva A, Hakkarainen T, Yamamoto M, Liu B, Rivera AA, Bhoola SM, Barnes MN, Alvarez RD, Curiel DT, Hemminki A (2003). The secretory leukoprotease inhibitor (SLPI) promoter for ovarian cancer gene therapy. J Gene Med.

[46] Israeli O, Goldring-Aviram A, Rienstein S, Ben-Baruch G, Korach J, Goldman B, Friedman E (2005). In silico chromosomal clustering of genes displaying altered expression patterns in ovarian cancer. Cancer Genet Cytogenet.

[47] Koshikawa N, Nakamura T, Tsuchiya N, Isaji M, Yasumitsu H, Umeda M, Miyazaki K (1996). Purification and identification of a novel and four known serine proteinase inhibitors secreted by human glioblastoma cells. J Biochem.

[48] Rasool N, LaRochelle W, Zhong H, Ara G, Cohen J, Kohn EC (2010). Secretory leukocyte protease inhibitor antagonizes paclitaxel in ovarian cancer cells. Clin Cancer Res.

[49] Yang D, Holt GE, Velders MP, Kwon ED, Kast WM (2001). Murine six-transmembrane epithelial antigen of the prostate, prostate stem cell antigen, and prostate-specific membrane antigen: prostate-specific cell-surface antigens highly expressed in prostate cancer of transgenic adenocarcinoma mouse prostate mice. Cancer Res.

[50] Hubert RS, Vivanco I, Chen E, Rastegar S, Leong K, Mitchell SC, Madraswala R, Zhou Y, Kuo J, Raitano AB, Jakobovits A, Saffran DC, Afar DE (1999). STEAP: a prostate-specific cell-surface antigen highly expressed in human prostate tumors. Proc Natl Acad Sci U S A.

[51] Gomes IM, Maia CJ, Santos CR (2012). STEAP proteins: from structure to applications in cancer therapy. Mol Cancer Res.

[52] Zhuang X, Herbert JM, Lodhia P, Bradford J, Turner AM, Newby PM, Thickett D, Naidu U, Blakey D, Barry S, Cross DA, Bicknell R (2015). Identification of novel vascular targets in lung cancer. Br J Cancer.

[53] Kasai H, Allen JT, Mason RM, Kamimura T, Zhang Z (2005). TGF-beta1 induces human alveolar epithelial to mesenchymal cell transition (EMT). Respir Res.

[54] Wilson C, Nicholes K, Bustos D, Lin E, Song Q, Stephan JP, Kirkpatrick DS, Settleman J (2014). Overcoming EMT-associated resistance to anti-cancer drugs via Src/FAK pathway inhibition. Oncotarget.

[55] Yao Z, Fenoglio S, Gao DC, Camiolo M, Stiles B, Lindsted T, Schlederer M, Johns C, Altorki N, Mittal V, Kenner L, Sordella R (2010). TGF-beta IL-6 axis mediates selective and adaptive mechanisms of resistance to molecular targeted therapy in lung cancer. Proc Natl Acad Sci U S A.

[56] Ciardiello C, Roca MS, Noto A, Bruzzese F, Moccia T, Vitagliano C, Di Gennaro E, Ciliberto G, Roscilli G, Aurisicchio L, Marra E, Mancini R, Budillon A (2016). Synergistic antitumor activity of histone deacetylase inhibitors and anti-ErbB3 antibody in NSCLC primary cultures via modulation of ErbB receptors expression. Oncotarget.

[57] Roca H, Hernandez J, Weidner S, McEachin RC, Fuller D, Sud S, Schumann T, Wilkinson JE, Zaslavsky A, Li H, Maher CA, Daignault-Newton S, Healy PN (2013). Transcription factors OVOL1 and OVOL2 induce the mesenchymal to epithelial transition in human cancer. PLoS One.

[58] Jia D, Jolly MK, Boareto M, Parsana P, Mooney SM, Pienta KJ, Levine H, Ben-Jacob E (2015). OVOL guides the epithelial-hybrid-mesenchymal transition. Oncotarget.

[59] Hong T, Watanabe K, Ta CH, Villarreal-Ponce A, Nie Q, Dai X (2015). An Ovol2-Zeb1 Mutual inhibitory circuit governs bidirectional and multi-step transition between epithelial and mesenchymal states. PLoS Comput Biol.

[60] Chung VY, Tan TZ, Tan M, Wong MK, Kuay KT, Yang Z, Ye J, Muller J, Koh CM, Guccione E (2016). GRHL2-miR-200-ZEB1 maintains the epithelial status of ovarian cancer through transcriptional regulation and histone modification. Sci Rep.

[61] Mayor R, Etienne-Manneville S (2016). The front and rear of collective cell migration. Nat Rev Mol Cell Biol.

[62] Mosmann T (1983). Rapid colorimetric assay for cellular growth and survival: application to proliferation and cytotoxicity assays. J Immunol Methods.

[63] Hansen MB, Nielsen SE, Berg K (1989). Re-examination and further development of a precise and rapid dye method for measuring cell growth/cell kill. J Immunol Methods.

[64] Schindelin J, Rueden CT, Hiner MC, Eliceiri KW (2015). The ImageJ ecosystem: An open platform for biomedical image analysis. Mol Reprod Dev.

[65] Murakami A, Takahashi F, Nurwidya F, Kobayashi I, Minakata K, Hashimoto M, Nara T, Kato M, Tajima K, Shimada N, Iwakami S, Moriyama M, Moriyama H (2014). Hypoxia increases gefitinib-resistant lung cancer stem cells through the activation of insulin-like growth factor 1 receptor. PLoS One.

[66] Chou TC (2010). Drug combination studies and their synergy quantification using the Chou-Talalay method. Cancer Res.

[67] Chou T, Martin N (2005). CompuSyn for drug combinations: PC software and user’s guide: a computer program for quantitation of synergism and antagonism in drug combinations, and the determination of IC50 and ED50 and LD50 values.

[68] Ritchie ME, Phipson B, Wu D, Hu Y, Law CW, Shi W, Smyth GK (2015). limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res.

[69] Edgar R, Domrachev M, Lash AE (2002). Gene Expression Omnibus: NCBI gene expression and hybridization array data repository. Nucleic Acids Res.

[70] Hall M, Frank E, Holmes G, Pfahringer B, Reutemann P, Witten IH (2009). The WEKA data mining software: an update. ACM SIGKDD explorations newsletter.

[71] Huang DW, Sherman BT, Lempicki RA (2009). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc.

How the deposited data were processed for this re-analysis (not part of the article)

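Total RNA of 8 NSCLC cell lines was measured on 1-colour Agilent SurePrint G3 arrays, with 2 arrays per line: the erlotinib-sensitive parental lines HCC827 and HCC4006, the erlotinib-resistant lines RA1, RA2, RB1, RB1.1 and RB2 derived from HCC827, and RC2.2 derived from HCC4006. Replicate 1 of each line was on slide 1 and replicate 2 on slide 2. Each array held 62976 spots, of which 58717 were gene spots and 308 negative controls, and the gene spots stand for 50599 probes (902 of them with several spots).

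The authors deposited, for each array, the intensities that Agilent's Feature Extraction software read from the scan: the median intensity of each spot and of its local background, neither corrected nor normalised, a processed intensity whose steps the file headers do not give, and marks for spots well above background, saturated or not uniform. The authors also deposited 1 table of log2 values for the gene spots, which the methods describe as background corrected, log2 transformed and quantile normalised with limma. Neither the paper's text nor the supplements that could be read name the background method or its offset. Mean spot intensities, which had been chosen for the analysis, are not among the deposited columns, so the median intensities were used.

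The median intensity was corrected for the median local background with limma's normexp method (offset 0), log2 transformed, and quantile normalised over the 16 arrays. On each array the result correlated with the authors' log2 values at r = 1.00 across spots. Spots of 1 probe were averaged. A probe was kept where it was called well above background on both arrays of at least 1 line (37271 probes), and probes with the same identifier were averaged, as in Supplementary Table 2 (31326 features). Features were named through the RefSeq annotation: 22136 of 42807 identifiers on the array and 19306 of the 31326 kept, which gives 17931 gene symbols under the main filter. A gene symbol counts once per direction, and gene counts use named features only. The plan had not settled how to count identifiers without a name. The choice was made after the first feature counts had been set beside Table 1 of the paper and found higher, and after Supplementary Table 2 had been found to list named genes only. How near the counts come to those of Table 1 is therefore not independent of the choice. The counts with unnamed identifiers are given under the differences from the paper's values.

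Array depth is given as signal over background. HCC827 replicate 1 had 56.3% of its gene spots well above background, RB1.1 replicate 2 64.7%, and RC2.2 replicate 2 75.3%, the highest. The number of arrays, 2 per line, limits the precision of all values. Where a group was not well above background on any array, the fold is a lower bound, for which each array of that group was set to no less than the lowest log2 level called well above background on that array. Where the gene's own levels were higher than these, the bound equals the computed fold and carries its noise, as for PECAM1 against HCC827, INHBB in RB1, RB1.1 and RB2, SOX2 in RB2, and SLPI and OVOL1 in RC2.2.

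Each derived line was compared with its own parental line. Genes were counted by the rule of the methods, a log2 difference above 1 or below -1 between means of 2 arrays, and as recurrent where the rule held in the same direction in at least 5 of the 6 comparisons (107 upregulated and 330 downregulated genes). The methods apply no test to the arrays. The limma moderated test (1 linear model over all 16 arrays, 8 residual degrees of freedom and 4.71 from the prior) was added, with Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. A gene is called recurrent with limma support where the adjusted p was under 0.05 in each comparison counted. A limma contrast tested whether the change in RC2.2 differs from the mean change in the 5 HCC827-derived lines. The 5 comparisons that share the HCC827 arrays were simulated with 100 draws of 16 arrays, with no difference between any line and its parent and each feature's residual spread pooled over all lines, which is below that of HCC827. With that limit seen, the recurrence was also counted for the deviation of each line's arrays from their mean, with 256 choices of sign, and features recurrent on the arrays of 1 replicate were looked up on the arrays of the other. The features recurrent on both were counted beside 1000 shuffles of the features of replicate 2 within 50 groups of like mean level in HCC827 and its derived lines. The pipeline was tested on simulated data in which 300 features had a known change in RA1, 100 of them in all 5 HCC827-derived lines: 249 of them (83%) were called, and 16 calls (6.04%) were false. Of these 100 features 94 were found as recurrent, with 21 false ones. In the same simulation the fold rule, which uses no replicate error, called 427 unchanged features in RA1. Every line was given the same pooled spread there too, so these false calls may be too few for comparisons with HCC827.

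For the EMT lists of Supplementary Table 3, features were averaged per gene symbol, and calls were adjusted over all features and over the list alone. Principal components used genes scaled to unit variance, and the position of a line on PC1 is the share of the way from the mean of the parental arrays to the mean of the RC2.2 arrays. Each list was set beside 10000 random lists of its size. Clustering used complete linkage on Euclidean distances. The cut-off selection (at least 2-fold between the parental mean and RC2.2, under 1.5-fold between the parental lines) and the SVM selection (linear kernel, cost 1, genes scaled from 0 to 1, minimum absolute coefficient 0.01) were repeated on COMBO_270. For the region of MET, the mean log2 fold change of the 25 other kept genes within 5 Mb was compared with 10000 runs of 25 neighbouring genes drawn genome-wide, in a one-sided permutation test, which was repeated without ST7-AS1 after the data had been seen.

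The genes named are every gene that the paper names as measured on the arrays or in its marker assays, the stemness markers of Supplementary Table 4, the members of the Cadherin and TGF β terms of Supplementary Table 2, the members of INT_25, and the 5 recurrent genes with limma support that have the highest and the 5 that have the lowest mean log2 fold change over the comparisons counted. Not every gene of this rule is given in the text. That rule, the comparisons, their tests and most alternatives were set before the data were examined. These alternatives were normexp offsets of 16 and 50, Feature Extraction's processed signal scaled to the 75th percentile of each array, the authors' log2 values, no filter on dim probes, a filter at 10% above the 95th percentile of the negative controls on at least 2 arrays, averaging per gene symbol, the replicate number as a block in limma, limma on the 4 arrays of each comparison alone, the 2-tailed t-test that the methods name for comparisons in general, the fold rule together with limma's test, components of centred but unscaled genes and without the RC2.2 arrays, average linkage on 1 minus the Pearson correlation, standardised genes for the SVM, windows of 2 and 10 Mb around MET, and each array left out in turn. Log2 values without background subtraction, limma's array weights, the counts with unnamed identifiers, the overlap of the cut-off selection with CO_59 and the 85 genes with the largest SVM coefficients were added after the data had been seen.

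Arrays of equal replicate number were not treated as pairs: over the 28 pairs of lines, the differences between replicates correlated across features at a median r of 0.161 (from -0.142 to 0.459). The expression profile selection behind PROF_58 was not repeated, since the clusters the authors chose are not listed. The enrichment analyses were not repeated for lack of their annotation. Probe sequences were not available, so that a dependence on GC content was not tested. Analyses used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.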

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

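The following tests were chosen only after the result was seen: those of noise of single HCC827 arrays, of the HCC827 replicate difference shared with other lines, of the recurrent genes lost without HCC827 replicate 1, of the recurrent genes found again without it, and of the region of MET without ST7-AS1.

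HCC827 replicate 1 stood apart from the other 7 arrays of slide 1 by Dixon's test at the 95% level in 3 measures of signal quality. Its median local background was 103 intensity units against 18 to 25, 49.4% of its gene spots were at or below background, and 56.3% were well above background against at least 65.6% on the rest of that slide. On slide 2, RC2.2 replicate 2 stood apart with 75.3% of its spots well above background, against at most 69.5% on the other arrays. Among 7 such tests 4 were past the limit, where chance gives about 1 in 20 and so 0.35. The median SD between the arrays of HCC827 was 0.325 on the log2 scale, against 0.112 to 0.216 for the other lines, short of the limit of Dixon's test. Subtraction of the high background is excluded as the whole cause of this larger difference, since without any subtraction the SD was still 0.271 in HCC827 and at most 0.186 in the other lines. A candidate explanation is a difference in RNA quality, labelling or hybridisation that arrays of other lines share: over 8827 bright features the difference between the HCC827 arrays correlated at r = 0.837 with that between the RC2.2 arrays and at 0.473 with that of HCC4006. With RA1, RB1.1 and RB2 it correlated at -0.218, -0.223 and -0.188. These correlations are across genes, which are not independent replicates. GC content was not tested for lack of probe sequences. Both arrays of a line come from the same condition, and no biological explanation was tested.

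The recurrent changes depend in part on the same array. Without HCC827 replicate 1, 271 of the 437 recurrent genes (62.0%) were found again, under the limit of 2 of 3 set for an effect of its high background. For the upregulated genes the percentage was 49.5, and for the downregulated ones 66.1, close to that limit. Without HCC827 replicate 2 it was 98.1 and 85.8. The high background may therefore contribute to the list, although leaving out the array does not part its background from its other properties. The 271 genes met the rule without that array and do not need it to be counted. They are defined by this, so that their test could not fail and excludes nothing further. Of the 166 genes lost, 63.3% were still recurrent when no background was subtracted on any array, which excludes the subtraction as the cause of most of them. Over all 437 recurrent genes it was 79.9%, so that the genes lost depended on the subtraction more than those found again. On HCC827 replicate 2 the median log2 level was 6.59 for the genes lost and 8.12 for those found again. Noise of single HCC827 arrays, which 5 of the 6 comparisons share, is excluded as the whole cause by features recurrent on the arrays of both replicates. By the recurrence rule, 580 features were upregulated and 931 downregulated on replicate 1 alone, and 67 and 281 on replicate 2 alone. On both there were 47 upregulated and 153 downregulated ones, and 3 and 0 in opposite directions. At most 10 and 28 were found on both in 1000 shuffles of the features of replicate 2 among features of like level. For the other recurrent features, of 112 upregulated and 334 downregulated ones in all, such noise stays open, as does a deviation of HCC827 that its arrays share. Other values decide less. Simulated draws gave at most 13 upregulated and 12 downregulated recurrent genes, but with a spread pooled over all lines, below that of HCC827. From differences between replicates of each line alone, at most 119 genes recurred in either direction. Features recurrent on the arrays of 1 replicate were looked up on those of the other, and 64.3% to 94.0% of them changed in the same direction, where noise of single arrays gives about 50% and 75% had been set as the limit against it, which 1 of the 4 look-ups missed. The counts were 72 upregulated and 295 downregulated without HCC827 replicate 1 and 573 and 802 without HCC827 replicate 2. Fold changes of the HCC827-derived lines correlated with each other at a mean r of 0.63 across genes, less than the 0.78 that the differences between replicates alone gave, so that this correlation is no evidence of a common change. A response to erlotinib that the lines have in common stays open as an explanation and was not tested apart from the comparison itself.

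RA2 stood apart from the other 4 HCC827-derived lines in 7 of the 22 gene features tested. Chance at about 1 in 20 gives 1.1, but only for independent features not named for this pattern. The paper already describes KLC3 as apart in RA2, and SLPI and STEAP1 as upregulated in the other 4 lines. The chance count is therefore no measure of how unusual RA2 is. The log2 fold change of KLC3 was 0.38 in RA2, SLPI was at -3.96, STEAP1 at -1.41 and MET at -0.31. The 3 features of EGFR, which are not independent, were at -2.995 (NM_005228), -3.36 (NM_201282) and -3.37 (NM_201283). In the other 4 lines these features were between -0.54 and -0.18, between -1.75 and -1.09 and between -0.09 and 0.15, and MET was between 1.31 and 1.71. For NM_201282 the ratio of Dixon's test, 0.712, barely passed its limit of 0.71. An error in a single RA2 array is argued against by the clustering of COMBO_270, in which both RA2 arrays joined each other before any other array. Noise of the HCC827 arrays enters the 5 comparisons alike and sets no line apart. A wrong label on both RA2 arrays was not tested. Against it speaks the paper's western blot, made apart from the arrays, in which KLC3 fell in the resistant lines other than RA2 (Figure 8d). A mix-up of the line before RNA and protein were taken, and a difference of this line that arose under erlotinib, stay open.

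The change with resistance differed between RC2.2 and the HCC827-derived lines in 4917 genes by limma's contrast under the main processing (2353 with the higher change in RC2.2 and 2573 with the lower, some genes having features in both). The interaction of parental background covered 4108 genes without HCC827 replicate 1 and 7109 without HCC827 replicate 2, and between 3512 and 7109 over all arrays left out. With the processed signal 58.5% of the directions were towards RC2.2, against 47.8%. Across genes, the fold changes of RC2.2 correlated with those of the HCC827-derived lines at a mean r of 0.08, against 0.00 in the simulation, and 49.6% of the genes had the same sign in RC2.2 and in the mean of the HCC827-derived lines. With 1 line derived from HCC4006, the parental background and what is particular to RC2.2 are confounded, and neither was tested apart.

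By the same recurrence rule, 75 array identifiers that the RefSeq annotation does not name were upregulated and 136 downregulated. They were measured on the same HCC827 arrays as the named genes, and no explanation was tested for them apart from those for the recurrent genes.

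The genes around MET rose together in 4 lines. Over the 25 kept genes within 5 Mb of MET, MET itself left out, the mean log2 fold change was 0.94 in RA1 (22 genes higher, permutation p = 0.0021), 1.00 in RB1 (20 higher, permutation p = 0.0045), 0.78 in RB1.1 (18 higher, permutation p = 0.0063) and 1.14 in RB2 (23 higher, permutation p = 0.0008). It was 0.28 in RA2 (17 higher, permutation p = 0.118) and -0.03 in RC2.2 (15 higher, permutation p = 0.548). Whether RA2 differs from the 4 lines was not tested. In RA2 the mean was 0.57 without HCC827 replicate 2, which passes the threshold (permutation p = 0.0495), and -0.02 without HCC827 replicate 1. With HCC827 replicate 1 or 2 left out the other lines kept their calls. The test was set because the lists of the paper, which rest on the same arrays, hold ST7-AS1, 1 of the 25 genes. Without it the means were 0.85, 0.88, 0.66 and 1.08 in RA1, RB1, RB1.1 and RB2 (permutation p = 0.0020, 0.0066, 0.0082 and 0.0013). MET itself had log2 fold changes of 1.31 (limma adjusted p = 0.0012), 1.71 (adjusted p = 8.1e-05), 1.58 (adjusted p = 0.00018) and 1.57 (adjusted p = 0.00023) in these lines. The 452 kept genes of the whole arm 7q, which holds STEAP1, had means of -0.02 to 0.15, with the smallest permutation p at 0.0534. A candidate explanation is a regional change on 7q that moves MET and its neighbours together, such as more copies of the region: the largest of the 4 p-values was 0.0063. Noise of the HCC827 arrays is argued against as the whole cause by RA2, which shares them. The arrays do not measure DNA, and a common regulation of neighbouring genes stays open and was not tested. The paper cites an earlier study of such lines whose title names MET gene amplification [30].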

How the results depend on the processing

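No test of this part was chosen only after the result was seen, but the alternatives named as added were. Of 4266 comparisons of a named gene's log2 fold change with the main processing under alternatives set beforehand other than arrays left out, 4090 kept direction and side of the threshold, 137 fell short of it, 38 passed it and 1 reversed. The reversed one is the log2 fold change of EGFR (NM_201283) in RB2, which was 0.06 and became -0.66 with probes averaged per gene symbol, where 3 features of EGFR are averaged. Under the added alternatives 44 of 948 comparisons fell short of it and 6 passed it, and with single arrays left out 7327 of 7584 kept their call. Arrays left out aside, 4 results stayed within limits under the alternatives set beforehand that were applied to each. These were the interaction of parental background (4395 to 5402 genes), the cut-off selection, the clustering and the regional shift around MET. The percentage of COMBO_270 genes called also did so, under the 6 alternatives applied to it. Those did not include the slide as a block, limma on the arrays of each comparison alone or the methods' t-test. How the percentage holds under these is therefore open, and limma on the arrays of each comparison alone called far fewer genes in the HCC827-derived lines.

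Gene counts by the fold rule fell with a normexp offset of 50, to 993 in RA1, 1423 in RA2, 1278 in RB1, 965 in RB1.1 and 1536 in RB2. The offset draws low intensities together by construction. Recurrent upregulated genes were 70 with an offset of 16 and 49 with 50, and recurrent downregulated genes 201 with 50 (139 with limma support). With the processed signal, genes changed were 2679 in RA1 (791 up, 1888 down, against 787 and 958), 3219 in RB1 (1001 and 2218, against 994 and 1105) and 2391 in RB1.1 (665 and 1726, against 686 and 896), RB2 had 1046 up and 2553 down against 1046 and 1418, and recurrent downregulated genes were 671. RC2.2 moved the other way, with 2907 up and 2065 down against 2077 and 2042 under the main processing. The median of all genes moved by -0.12 in RB1, -0.20 in RB2 and 0.24 in RC2.2, and the cause was not tested. With unnamed identifiers counted (added), genes changed were 3190 in RB1 and 2445 in RB1.1, and recurrent upregulated genes 182.

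Limma on the 4 arrays of each comparison alone called 252 genes in RA1, 557 in RA2 (208 up, 349 down), 601 in RB1, 456 in RB1.1 and 357 in RB2 (132 up, 225 down), and left 11 upregulated and 57 downregulated recurrent genes with support. RC2.2 had 2444 up and 2520 down, against 5501 calls in all under the main processing. Fewer arrays are argued against as the whole cause, since RC2.2, compared without the HCC827 arrays, kept most of its calls with as many arrays. RC2.2 also has more genes changed, so this is not a like comparison. Main calls were 1411 up and 1303 down in RA2 and 1298 up and 1412 down in RB2. Array weights (added) gave 581, 1375, 1072, 649 and 995 calls in RA1, RA2, RB1, RB1.1 and RB2, with 39 and 122 recurrent genes, and HCC827 had the lowest weight. With these weights, which leave no array out, RC2.2 had 3026 genes up and 3001 down. The fall in the lines compared with HCC827 thus goes with the larger spread of its arrays. How much of the fall that spread explains was not measured. The methods' t-test with Benjamini-Hochberg adjustment called 0 genes in each HCC827-derived line and 35 in RC2.2. Unadjusted it gave 738 up and 1102 down in RA1 and 2534 and 2722 in RC2.2, where limma called 1619 and 5501 genes.

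With slide as a replicate block, the counts were as follows (limma calls per line: RA1 1817, RA2 2977, RB1 2586, RB1.1 1692, RB2 3074; limma calls per line: RC2.2 5870).

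The SVM selection kept 0 genes with standardised genes, and the cause was not tested. The minimum coefficient of 0.01 was left as it was although the genes were on another scale. The 85 genes with the largest coefficients shared 77 with SVM_85. The mean share of the way to RC2.2 on PC1 was -0.102 for COMBO_270, 0.0941 for CO_59, 0.0396 for SVM_85 and 0.157 for INT_25 with the processed signal. With genes centred but not scaled it was -0.122 for COMBO_270, 0.0829 for CO_59, -0.0114 for SVM_85 (reversed from 0.0644), 0.0935 for PROF_58 and 0.101 for INT_25. The cause was not tested. Components without the RC2.2 arrays give no share, and averaging per gene symbol is already the main processing of the lists.

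With each array left out in turn, the lone array of its line is assumed to vary like the other groups. Genes changed were 1339 to 3677 in RA1, 1811 to 4132 in RA2, 1745 to 3941 in RB1, 1569 to 2980 in RB1.1 and 1550 to 4817 in RB2, lowest without HCC827 replicate 1 and highest without HCC827 replicate 2. Limma calls were 703 to 4419, 1121 to 5205, 1265 to 4886, 902 to 3206 and 880 to 6490 in the same lines, lowest without an array of the line itself and highest without HCC827 replicate 2. Without HCC827 replicate 1 the calls were 347 up and 606 down in RA1, 605 and 1004 in RA2, 452 and 840 in RB1.1 and 415 and 845 in RB2, and without replicate 2 they were 2547 and 1872 in RA1 and 1846 and 1360 in RB1.1. Recurrent genes were 72 to 573 upregulated and 295 to 802 downregulated, and with support 47 to 500 and 164 to 525.

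The percentage of COMBO_270 genes called was 17.8 to 40.0 in RA1, 17.4 to 39.6 in RA2, 17.4 to 34.8 in RB1, 13.0 to 25.9 in RB1.1 and 15.9 to 42.6 in RB2 with single arrays left out. Mean shares on PC1 were -0.106 to -0.00946 for COMBO_270, 0.0427 to 0.0835 for SVM_85 and 0.140 to 0.196 for PROF_58. The regional mean of RA2 was -0.0203 to 0.57. Apart from the number of arrays, signal over background limits the fold changes of dim genes, of which HCC827 replicate 1 has the most.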

Differences from the paper's values

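For gene symbols after the filter the paper's value is 27,841, and 17931 remained here under the main processing. Of the alternatives set before the data were examined, no filter on dim probes gave 20503 and the filter on the negative controls 19712, both within 1.5 times of the paper's value. The others kept 17931 gene symbols, outside that limit.

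The gene counts of Table 1 depend on a choice made after they had been compared. With named features only, every count was within 1.5 times of the paper's. With array identifiers without a gene name counted too, an alternative chosen after seeing the data, 4 counts were outside that limit: upregulated genes were 1297 in RA1 (the paper's value is 841), 1652 in RB1 (the paper's value is 1041) and 1205 in RB1.1 (the paper's value is 740), and recurrent upregulated genes were 182 (the paper's value is 114). The other 10 counts stayed within the limit.

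Other settings also moved counts of Table 1 beyond 1.5 times of the paper's values. These were the normexp offset of 50, an offset of 16 for upregulated genes in RA1 and for the recurrent genes, the processed signal for downregulated genes of HCC827-derived lines and for the recurrent ones, HCC827 replicate 1 or 2 left out, and, added after seeing the data, log2 values without background subtraction for recurrent upregulated genes (73). Genes selected by the SVM were 0 with standardised genes (the paper's value is 85). The same minimum coefficient was applied there to genes on another scale, so these 2 values are not a like comparison.

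The paper describes the lines as parted in the clustering mainly by their cellular origin. In the clustering of COMBO_270 and of each of the 5 source lists, RC2.2 parted first from all other lines and HCC4006 second, with complete linkage as with average linkage. For the recurrent genes, complete linkage joined HCC827 with HCC4006 and parted them from all resistant lines, and average linkage parted HCC4006 and RC2.2 from HCC827 and its derived lines at the first split.

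The paper gives the distance between the parental lines as the largest in every plane of principal components of COMBO_270. Here that distance had rank 13 of 28 in the plane of PC1 and PC2 and was the largest in none of the 6 planes of PC1 to PC4, with ranks of 7 to 22.

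The paper places every HCC827-derived line between the parental lines and RC2.2 on PC1 of the selected lists. RB1.1 lay at -0.0147 on PC1 of SVM_85, on the far side of the mean of the 2 parental lines. It lay between its own parent HCC827 (-0.0590) and HCC4006 (0.0590), on the RC2.2 side of HCC827. With genes centred but not scaled the mean share for SVM_85 was -0.0114. In the axis label of Figure 7c the paper prints about 48% of the variance for PC1 of PROF_58, read by eye, and 50.3% was found here.

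Along PC2 the paper groups RA1 with RB2. On PC2 of CO_59 the nearest line to RB2 was RB1.1, and with genes centred but not scaled it was RA1.

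The paper reports KLC3 as upregulated in RA2, citing its array and qPCR panels together (Figure 8b, 8c), so that the statement need not rest on the arrays. The arrays gave a log2 fold change of 0.38 (limma adjusted p = 0.40), and no alternative called it. CTSL2 is reported as downregulated in RB2, where the log2 fold change was -0.65 (limma adjusted p = 0.13). It was -1.06 and called without HCC827 replicate 1, and no other alternative called it. The paper gives low OVOL2 as particular to RC2.2. OVOL2 was also lower by limma's test in RA1 (-0.89), RB1 (-0.87), RB1.1 (-0.65) and RB2 (-0.89), each less than 2-fold. None of these lines kept the call with the processed signal, and single arrays left out removed it in each of them: -0.85 in RA1 without RA1 replicate 2, -0.76 in RB1 without RB1 replicate 2, -0.56 in RB1.1 without RB1.1 replicate 2 and -0.82 in RB2 without RB2 replicate 1.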

Other observations

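The test of the protocadherin beta probes was chosen only after the result was seen.

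Several protocadherin beta genes are among the recurrent genes of the Cadherin term. Over the 14 protocadherin beta features kept, the log2 fold change was below -1 for 9 in RA1, 2 in RA2, 10 in RB1, 9 in RB1.1, 9 in RB2 and 9 in RC2.2. A signal that all these probes read alike is excluded as the whole cause, since the features did not move alike. The SD between their log2 fold changes was at least 2.04 times the replicate SD, with that lowest ratio in RA2 and the highest, 3.88, in RB1. The ratio is taken over all 14 features, so it cannot exclude that probes of the members that fell read each other's near-identical paralogs. That reading, and a common regulation of the cluster, stay open and were not tested.

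The order of the lines along PC1 of the selected EMT lists was set beside random lists of the same size drawn from COMBO_270. All 5 HCC827-derived lines lay between the mean of the parental lines and RC2.2, and closer to that mean, in 3.82% of the random lists of the size of CO_59, 1.04% of those of the size of SVM_85, 4.32% of those of the size of PROF_58 and 12.7% of those of the size of INT_25. CO_59, PROF_58 and INT_25 show this order. For these lists the percentages, under the limit of 50% set for the test, are consistent with an effect of selecting the genes on the same arrays that the components describe. SVM_85 places only 4 of the 5 lines so, and its comparison decides nothing. For COMBO_270 itself, the mean share of the way to RC2.2 was -0.049. The study has no other arrays of these lines, and a true intermediate state stays open beside the selection. Of random lists from all kept genes, 0.06% of those of the size of INT_25 gave the order.

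Genes that the paper measured in its marker assays had the following log2 fold changes on the arrays. Values with an array left out are given where a call changed. CDH1 (limma standard error 0.25) was at -9.11 in RC2.2 (adjusted p = 4.6e-11), -0.98 in RA1 (adjusted p = 0.032) and between -0.83 and -0.27 in the other lines, where no adjusted p was under 0.05. The call in RA1 was lost without RA1 replicate 2 (-0.75), without HCC827 replicate 2 (-0.73) and without either array of RA2 or of HCC4006, and RB1 was called without HCC827 replicate 1 (-1.09) or either array of RB1.1, RB1.1 without HCC827 replicate 1 (-1.03) and RB2 without either array of RB1.1. VIM (standard error 0.28) was at 1.86 in RA1 (adjusted p = 0.0014), 1.52 in RA2 (adjusted p = 0.0035), 1.40 in RB2 (adjusted p = 0.0070) and 1.67 in RC2.2 (adjusted p = 0.00061), with 0.40 in RB1 (adjusted p = 0.40) and 0.13 in RB1.1 (adjusted p = 0.85). Its call in RB2 was lost without HCC827 replicate 1 (0.95) or RB2 replicate 1 (1.18), and RB1 was called without HCC827 replicate 2 (0.85). CDH2 (standard error 0.21) was at 2.32 in RA1 (adjusted p = 1.9e-05), 1.13 in RA2 (adjusted p = 0.0034), 1.44 in RB2 (adjusted p = 0.00076) and 2.21 in RC2.2 (adjusted p = 3.5e-06), with 0.31 in RB1 (adjusted p = 0.36) and -0.61 in RB1.1 (adjusted p = 0.11). Its call in RA2 was lost without RA2 replicate 2 (1.00). ZEB1 (standard error 0.37) was at 3.49 in RA1 (adjusted p = 7.8e-05), 2.79 in RA2 (adjusted p = 0.00028), 2.31 in RB1 (adjusted p = 0.0012), 2.76 in RB2 (adjusted p = 0.00039) and 4.89 in RC2.2 (adjusted p = 4.2e-07), with 1.25 in RB1.1 (adjusted p = 0.063), which was called without HCC827 replicate 2 (1.94).

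CLDN1 was called in RC2.2 alone, at -2.54 (limma adjusted p = 1.5e-05), and without HCC827 replicate 2 also in RA1 (1.26), RA2 (1.21) and RB2 (0.92). SNAI1 was called in RB1, at 1.35 (adjusted p = 0.00057), and in RB1.1, at 0.90 (adjusted p = 0.012), a call lost without HCC827 replicate 1 (0.79) or RB1.1 replicate 2 (0.77). SNAI2 was called in RC2.2 alone, at -1.52 (adjusted p = 0.031), and this call was lost without RC2.2 replicate 1 (-1.02) or either array of HCC4006 (-1.54 without replicate 1). Without HCC827 replicate 2, SNAI2 was called in RA2 (1.73) and RB2 (1.71). TGFB1 was called in no line, with 1.27 in RC2.2 (adjusted p = 0.14), and without RC2.2 replicate 2 it was called there (2.11), as in RB2 without HCC827 replicate 2 (-1.76). Both transcripts of ERBB3 were lower in RC2.2, at -2.05 (NM_001005915, adjusted p = 4.1e-06) and -1.95 (NM_001982, adjusted p = 4.5e-05), and NM_001982 was at -0.87 in RA1 (adjusted p = 0.049), a call that most single arrays left out removed, with -0.71 without RA1 replicate 1 and -1.03 without RA1 replicate 2.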
